# Regulation of c-SMAC formation and AKT-mTOR signaling by the TSG101-IFT20 axis in CD4^+^ T cells

**DOI:** 10.1038/s41423-023-01008-x

**Published:** 2023-04-07

**Authors:** Jiung Jeong, In Kang, Yumin Kim, Keun Bon Ku, Jang Hyun Park, Hyun-Jin Kim, Chae Won Kim, Jeongwoo La, Hi Eun Jung, Hyeon Cheol Kim, Young Joon Choi, Jaeho Kim, Joon Kim, Heung Kyu Lee

**Keywords:** CD4^+^ T cell, Intraflagellar transport 20, Tumor susceptibility gene 101, AKT-mTOR signaling, Asthma, Supramolecular activation cluster, T-helper 2 cells, Lymphocyte activation

## Abstract

CD4^+^ T cells play major roles in the adaptive immune system, which requires antigen recognition, costimulation, and cytokines for its elaborate orchestration. Recent studies have provided new insight into the importance of the supramolecular activation cluster (SMAC), which comprises concentric circles and is involved in the amplification of CD4^+^ T cell activation. However, the underlying mechanism of SMAC formation remains poorly understood. Here, we performed single-cell RNA sequencing of CD4^+^ T cells left unstimulated and stimulated with anti-CD3 and anti-CD28 antibodies to identify novel proteins involved in their regulation. We found that intraflagellar transport 20 (IFT20), previously known as cilia-forming protein, was upregulated in antibody-stimulated CD4^+^ T cells compared to unstimulated CD4^+^ T cells. We also found that IFT20 interacted with tumor susceptibility gene 101 (TSG101), a protein that endocytoses ubiquitinated T-cell receptors. The interaction between IFT20 and TSG101 promoted SMAC formation, which led to amplification of AKT-mTOR signaling. However, IFT20-deficient CD4^+^ T cells showed SMAC malformation, resulting in reduced CD4^+^ T cell proliferation, aerobic glycolysis, and cellular respiration. Finally, mice with T-cell-specific IFT20 deficiency exhibited reduced allergen-induced airway inflammation. Thus, our data suggest that the IFT20-TSG101 axis regulates AKT-mTOR signaling via SMAC formation.

## Introduction

CD4^+^ T cells are the major players of the immune system. These cells recognize peptides bound to the major histocompatibility complex (MHC) class II on antigen-presenting cells (APCs) and orchestrate the activities of downstream target cells (e.g., cytotoxic T cells, eosinophils, and neutrophils), stimulating them to release various cytokines [1]. Malfunction of CD4^+^ T cells is associated with many diseases. For example, hyperactivation of CD4^+^ T cells can result in asthma and autoimmune disease, whereas hypoactivation of these cells can lead to immunodeficiency syndrome [2–4]. Although research suggests a role for CD4^+^ T cells in these diseases and their progression, a therapeutic agent using CD4^+^ T cells has yet to be successfully developed.

Intraflagellar transport (IFT) proteins act as transporters to move nonmembrane-bound particles [5]. IFTs play a central role in the assembly and maintenance of cilia, as several IFT proteins are combined to form two subcomplexes, IFT-A and IFT-B [5]. Intraflagellar transport 20 (IFT20), which binds IFT54 and IFT57, is a central protein that connects IFT-A and IFT-B [6]. IFT20 is localized mainly in the Golgi apparatus and moves to the cilia during ciliogenesis [7]. In osteoblasts, IFT20 is involved in collagen deposition by trafficking from the endoplasmic reticulum to the Golgi apparatus [8]. IFT20 deficiency leads to significant impairment in cilia formation and has been associated with various cilia-related diseases, such as retinal degeneration, polycystic kidney disease, and azoospermia [9–11]. As research on IFT20 has been limited to cilia formation and cilia-related disease, the role of IFT20 in nonciliated cells, such as immune cells, is not well understood.

Here, to identify novel proteins involved in the regulation of CD4^+^ T cells, we performed single-cell RNA sequencing (scRNA-seq) on CD4^+^ T cells left unstimulated and stimulated with anti-CD3 and anti-CD28 antibodies. Surprisingly, IFT20 was upregulated in stimulated CD4^+^ T cells compared to unstimulated CD4^+^ T cells. We found a direct protein‒protein interaction between IFT20 and tumor susceptibility gene 101 (TSG101), an endocytosis-related protein. Interaction between IFT20 and TSG101 amplified phosphorylation of AKT-mTOR. In addition, IFT20 was found to promote aerobic glycolysis and cellular respiration by regulating glucose transporter 1 (GLUT1) expression. Conversely, IFT20 deficiency in CD4^+^ T cells led to downregulation of AKT-mTOR signaling, resulting in reduced CD4^+^ T cell proliferation, aerobic glycolysis, and cellular respiration. Using two murine models of allergen-induced allergen, we demonstrated that CD4^+^ T cell-specific conditional IFT20-knockout (KO) mice exhibited attenuated allergic airway inflammation.

## Materials and methods

### Mouse lines

To generate mice with a CD4^+^ T cell-specific conditional IFT20-knockout (KO) phenotype, we mated IFT20^f/f^ mice (B6.129S7(129S4)-Ift20^tm1.1Gjp^/J) that were obtained from the Jackson Laboratory with CD4-Cre mice (B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ). The CD4^+^ T cell-specific conditional TSG101-KO phenotype was generated by mating TSG101^f/f^ mice (TSG101^tmKuw^, MGI:2447442) obtained from the Mutant Mouse Resource & Research Center with CD4-Cre mice. We used 5- to 10-week-old male IFT20^f/f^, IFT20^f/f^ CD4-Cre, TSG101^f/f^, and TSG101^f/f^ CD4-Cre mice in all experiments. The mice were bred and maintained in a specific pathogen-free facility of the KAIST Laboratory Animal Resource Center. All procedures were performed according to the guidelines and protocols (KA2018-47 and KA2020-125) for rodent experimentation provided by the Institutional Animal Care and Use Committee at our institution.

### Papain-induced airway inflammation model

Mice were administered 25 μg papain (Merck, Darmstadt, Germany) intranasally for three consecutive days to sensitize them to the allergen. On Day 14 after the first administration of papain, mice were challenged with the same concentration of papain administered via intranasal injection. Bronchoalveolar lavage (BAL) fluid and cells were harvested from lung tissue on Day 15, and IL-5 and IL-13 from BAL fluid were quantified later by enzyme-linked immunosorbent assay (ELISA). Some lung tissue samples were prepared as slides and subjected to hematoxylin and eosin (H&E) staining. Cells obtained from the remaining lung tissue were analyzed with flow cytometry as described below.

### Ovalbumin (OVA)-induced airway inflammation model

Mice were administered 100 μg of OVA (Sigma‒Aldrich, St. Louis, MO, USA) and 4 mg of alum (Thermo Fisher Scientific, Waltham, MA, USA) via intraperitoneal injection on Day 0. Then, mice were intranasally challenged with 50 μg of OVA on Days 7–9 after the first intraperitoneal injection of OVA and alum, and lung tissue was harvested on Day 10. Some lung tissue samples were prepared as slides and subjected to H&E staining. Cells obtained from the remaining lung tissue were analyzed by flow cytometry as described below.

### Measurement of airway resistance

Mice were anesthetized by intraperitoneal administration of ketamine (Yuhan Corporation, Seoul, Korea) and xylazine (Bayer, Leverkusen, Germany). After tracheostomy using a 20-gauge cannula, mice were connected to a flexiVent (SCIREQ, Montréal, Canada) with a respiratory rate of 150 breaths/min and tidal volume of 10 mL/kg against a positive end-expiratory pressure of 3 cm H_2_O. Then, airway resistance was measured by the snapshot perturbation maneuver while increasing the concentration of methacholine (Sigma‒Aldrich, St. Louis, MO, USA).

### Flow cytometry

Single cells were collected from mouse spleen and lung tissues and then washed with cold wash buffer composed of Dulbecco’s phosphate-buffered saline (DPBS) with 1% bovine calf serum and 1% penicillin‒streptomycin. The cells were incubated for 30 min on ice with the appropriate antibodies. Anti-CD16/32 antibody was added to the fluorophore-conjugated antibody mixture to block Fc receptors. Single cells were stained with fluorophore-conjugated antibodies and stained as described in Supplementary Table 1. Flow cytometry analyses for all samples were performed using FACSCalibur or LSRFortessa cell analyzers (Becton Dickinson, Franklin Lakes, NJ, USA), and data were analyzed with FlowJo software (Becton Dickinson, Franklin Lakes, NJ, USA).

### In vitro CD4^+^ T-cell activation

CD4^+^ T cells for T-cell activation were extracted from the spleens of experimental and control mice. We used a Magnisort^TM^ Mouse CD4 Naïve T cell Enrichment Kit (Invitrogen, Waltham, MA, USA) to isolate purified naïve T cells. The purity of the enriched CD3^+^CD4^+^CD44^lo^ T cells was 90–95%. Naïve CD4^+^ T cells were stimulated with 1 μg/mL anti-CD3 (Invitrogen, Waltham, MA, USA) and 1 μg/mL anti-CD28 antibodies (BioLegend, San Diego, CA, USA). The phosphorylation of AKT1, mTOR and RPS6KB1 was assessed by flow cytometry. For TSG101-deficient CD4^+^ T cell analysis, whole CD4^+^ T cells from the spleens of experimental or control mice were enriched using a Magnisort™ Mouse CD4 T cell Enrichment Kit (Invitrogen, Waltham, MA, USA) and stimulated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 8 h. Activated CD4^+^ T cells were harvested and analyzed by flow cytometry. The antibodies used for flow cytometry are listed in Supplementary Table 1.

### Western blotting and coimmunoprecipitation (Co-IP)

CD4^+^ T cells or non-CD4^+^ T cells for identification of IFT20 were extracted from the spleens of experimental and control mice. We used the Magnisort^TM^ Mouse CD4 T-cell Enrichment Kit (Invitrogen, Waltham, MA, USA) to isolate purified CD4^+^ T cells or non-CD4^+^ T cells. The purity of the enriched CD4^+^ T cells was determined to be 90–95%. CD4^+^ T cells or non-CD4^+^ T cells were lysed with RIPA buffer with Xpert Protease Inhibitor Cocktail Solution (GenDEPOT, Katy, TA, USA). Next, 500 μg samples of lysates of enriched CD4^+^ T cells from experimental and control mice were loaded into the wells of Mini-PROTEAN TGX Stain-Free Precast Gels (Bio-Rad, Hercules, CA, USA).

HEK293T cells for Co-IP were transfected with strep-tag II tagged IFT20 plasmid (Korea Human Gene Bank, Clone ID NU007764) and TSG101 plasmid (Korea Human Gene Bank, Clone ID mMU001071) using Lipofectamine™ 3000 Transfection Reagent (Invitrogen, Waltham, MA, USA) for 48 h. Transfected HEK293T cells that overexpressed IFT20 and TSG101 were lysed with 1% Triton™ X-100 (Sigma‒Aldrich, St. Louis, MO, USA). The strep-tag II pooled protein samples were obtained from 1000 μg of lysates of HEK293T cells using SureBeads™ Protein A Magnetic Beads (Bio-Rad, Hercules, CA, USA) according to the manufacturer’s protocol.

Jurkat cells (Korea Cell Line Bank, Clone ID E6-1) used for Co-IP were stimulated with 1 μg/mL anti-CD3 (Invitrogen, Waltham, MA, USA) and 1 μg/mL anti-CD28 antibodies (Becton Dickinson, Franklin Lakes, NJ, USA) for 24 h. Then, unstimulated and stimulated Jurkat T cells were lysed with 1% Triton™ X-100 (Sigma‒Aldrich, St. Louis, MO, USA). IFT20 pooled protein samples were obtained from 500 μg of lysates of Jurkat cells using SureBeads™ Protein A Magnetic Beads (Bio-Rad, Hercules, CA, USA) according to the manufacturer’s protocol.

The pooled protein samples were loaded into the wells of Mini-PROTEAN TGX Stain-Free Precast Gels. After electrophoresis at 60 V for 1.5 h, the proteins in each well were transferred to a Trans-blot Turbo Mini 0.2 μm PVDF membrane using Trans-Blot Turbo Transfer (Bio-Rad, Hercules, CA, USA). The transferred PVDF membrane was incubated with a 1:500 dilution of IFT20 antibody, a 1:500 dilution of TSG101 antibody (Abcam, Cambridge, UK) and a 1:5000 dilution of GAPDH antibody (Cell Signaling, Danvers, MA, USA) overnight at 4 °C. The next day, the PVDF membrane was stained with secondary StarBright Blue 700 goat anti-rabbit IgG and StarBright Blue 700 goat anti-mouse IgG (Bio-Rad, Hercules, CA, USA) at a 1:5000 dilution for 1 h at room temperature. The levels of IFT20, TSG101 and GAPDH were measured with a ChemiDoc^TM^ MP Imaging System (Bio-Rad, Hercules, CA, USA). The antibodies used for western blotting and co-IP are listed in Supplementary Table 2.

### ELISA

BAL fluids from the papain-induced airway inflammation model and supernatants acquired after in vitro CD4^+^ T cell activation and differentiation were stored at −80 °C. The quantities of cytokines were measured using the antibodies listed in Supplementary Table 3. We used an iMark microplate absorbance reader and MPM 6 software (Bio-Rad, Hercules, CA, USA) to determine the absorbance of BAL fluids and supernatants and to calculate cytokine levels, respectively.

### Quantitative real-time polymerase chain reaction (qRT‒PCR)

Total RNA was isolated from CD4^+^ T cells using an RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. ReverTra Ace qPCR RT Master Mix (TOYOBO, Osaka, Japan) was used for cDNA synthesis. We measured the Ct value of each sample using a CFX96 Real-Time PCR system (Bio-Rad, Hercules, CA, USA) with SYBR Green-based quantification (TOYOBO, Osaka, Japan). The amount of RNA was normalized relative to *hypoxanthine phosphoribosyltransferase (Hprt)* expression, and the relative fold difference for unstimulated wild-type (WT) CD4^+^ T cells is indicated. The primers used for qPCR analysis were as follows: *Ift20* (forward: 5ʹ- AGA AGC AGA GAA CGA GAA GAT G-3ʹ; reverse: 5ʹ- CAC AAA GCT TCA TAT TCA ACC CG-3ʹ) [12]; *Tsg101* (forward: 5ʹ- TCT AAC CGT CCG TCA AAC TGT-3ʹ; reverse: 5ʹ- TTG TAC CAG TGA GGT TCA CCA-3ʹ) [13]; *Hprt* (forward: 5ʹ- GTT GGA TAC AGG CCA GAC TTT GTT G-3ʹ; reverse: 5ʹ- GAG GGT AGG CTG GCC TAT TG GCT-3ʹ) [14].

### Glycolysis stress test

Naïve CD4^+^ T cells were either left unstimulated or stimulated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 48 h. Approximately 400,000 unstimulated CD4^+^ T cells and stimulated CD4^+^ T cells were plated in XF Medium, which was composed of nonbuffered Dulbecco’s modified Eagle medium (DMEM) and 2 mM L-glutamine (Thermo Fisher Scientific, Waltham, MA, USA). Using an XFe96 Extracellular Flux Analyzer (Agilent Technologies, Santa Clara, CA, USA), the extracellular acidification rate (ECAR) was measured by reaction with 10 mM glucose (WELGENE, Gyeongsan, Korea), 2.5 µM oligomycin (Merck, Darmstadt, Germany), and 50 µM 2-DG (Sigma‒Aldrich, St. Louis, MO, USA). ECAR data were analyzed with Wave software (Agilent Technologies, Santa Clara, CA, USA).

### Mitochondrial stress test

Naïve CD4^+^ T cells were either left unstimulated or stimulated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 48 h. Unstimulated CD4^+^ T cells and stimulated CD4^+^ T cells were plated in XF Medium, which was composed of nonbuffered Dulbecco’s modified Eagle medium (DMEM) with 2 mM L-glutamine, 25 mM glucose, and 1 mM pyruvate (Sigma‒Aldrich, St. Louis, MO, USA). Using an XFe96 Extracellular Flux Analyzer (Agilent Technologies, Santa Clara, CA, USA), the oxygen consumption rate (OCR) were measured by reaction with 1 µM oligomycin, 1.5 µM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (Sigma‒Aldrich, St. Louis, MO, USA), 0.1 µM rotenone (Sigma‒Aldrich, St. Louis, MO, USA), and 1 µM antimycin A (Sigma‒Aldrich, St. Louis, MO, USA). OCR data were analyzed with Wave software.

### Single-cell RNA sequencing (scRNA-seq)

Approximately 200,000 unstimulated 7AAD^-^CD3^+^CD4^+^ T cells and CD4^+^ T cells stimulated with anti-CD3 and anti-CD28 antibodies were sort-purified using a FACSAria^TM^ II flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA). Of these, 10,000 cells that passed quality control were used to produce a single-cell RNA library generated using the Chromium Single Cell 3ʹ GEX Library & Gel Bead Kit v3 (10x Genomics, Pleasanton, CA, USA) according to the manufacturer’s instructions. To generate FASTQ files, sequence data were demultiplexed using cellranger mkfastq in Cell Ranger v.3.0.2 (10x Genomics, Pleasanton, CA, USA). We then used cellranger count to take FASTQ files from cellranger mkfastq and perform sequence alignment, filtering, barcode counting, and unique molecular identifier counting. Sequencing data were analyzed with R software using the Seurat algorithm. To exclude low-quality cells, we selected cells expressing >200 genes, of which <15% were mitochondrial genes. Data corresponding to each cell were normalized, and approximately 1500–3000 genes from each dataset were identified to align cells originating from different samples.

### Yeast two-hybrid (Y2H) analysis

Y2H screening of IFT20 and TSG101 bait plasmids was performed in the *Saccharomyces cerevisiae* AH109 strain, which contained two reporters (*HIS3* and *ADE2*) controlled by different *GAL* promoters. Yeast transformants containing the IFT20 bait plasmid (Korea Human Gene Bank, Clone ID NU007764), the TSG101 bait plasmid (Korea Human Gene Bank, Clone ID mMU001071), and the spleen cDNA activation domain (AD) library from mice and humans were spread on selective media. Yeast colonies growing on selective media were chosen based on reporter gene activity. Protein‒protein interactions were tested using two independent reporters with different types of GAL4-binding sites. To confirm the interaction, the prey portion of the plasmid DNA from 60 H^+^A^+^ candidates was amplified by PCR or by *Escherichia coli* transformation. Amplified candidate prey portions were then reintroduced into yeast using a bait plasmid, a positive control plasmid, or a negative control plasmid.

### Confocal microscopy

Stimulated CD4^+^ T cells were washed twice with 1 mL of DPBS. After washing, 1 × 10^5^ stimulated CD4^+^ T cells were attached to glass slides for 3 min at 2,000 rpm using Cytospin^TM^ 4 (Thermo Fisher Scientific). Slides containing CD4^+^ T cells were fixed with 4% formaldehyde for 30 min at room temperature and stained overnight at 4 °C with a primary antibody mixture. The following day, the slides were stained with a secondary antibody mixture for 30 min at room temperature. Immunofluorescence images were acquired using the Airyscan mode of a Zeiss LSM 800 confocal microscope (Carl Zeiss, Oberkochen, Germany). ZEN 3.2 software (Carl Zeiss, Oberkochen, Germany) was used to measure the signal intensity of each cell. The antibodies used for immunofluorescence staining are listed in Supplementary Table 4.

### Transmission electron microscopy (TEM)

Spleens were extracted from WT mice. Following single-cell isolation, splenocytes were fixed with 2.5% glutaraldehyde in 0.1 M DPBS for 2 h at 4 °C and then postfixed for 2 h in 2% osmium tetroxide. In the process of gradually increasing the concentration of ethanol and propylene oxide, the fixed samples were dehydrated and finally embedded in EMbed-812 resin (Electron Microscopy Sciences, Hatfield, PA, USA). Polymerization was performed at 60 °C for 24 h, and an ultramicrotome (Leica, Wetzlar, Germany) was used to prepare ultrathin (100 nm) sections.

For immunogold labeling, prepared sections were reacted with etching solutions for 1 h and then blocked with Tris-buffered saline containing 4% goat serum, 1% bovine serum albumin, and 0.1% Tween-20. The sections were incubated with a 1:100 dilution of IFT20 antibody overnight at 4 °C. The next day, the sections were stained with a gold-conjugated goat anti-rabbit IgG secondary antibody (AURION, Wageningen, Netherlands) at a 1:100 dilution for 2 h at room temperature. Finally, the sections were sequentially dyed with 2.5% uranyl acetate for 7 min and lead citrate for 3 min. Images were captured with a Tecnai G2 spirit TWIN TEM (FEI Company, Hillsboro, OR, USA) at an acceleration voltage of 120 kV. The antibodies used for immunogold labeling are listed in Supplementary Table 4.

### Statistical analysis

The data are expressed as the mean ± standard error of the mean (SEM). Unpaired or paired Student’s *t* tests were used to analyze differences between groups, with *P* < 0.05 considered to indicate statistical significance. SEM and *P* values were calculated using Prism v.8.00 (GraphPad, San Diego, CA, USA).

## Results

### IFT20 is important for CD4^+^ T cell activation

To identify genes that are essential for CD4^+^ T cell activation, we performed scRNA-seq on unstimulated and stimulated CD4^+^ T cells that were isolated from the spleens of wild-type (WT) mice. CD4^+^ T cell activation via treatment with anti-CD3 and anti-CD28 antibodies for 24 h was confirmed by measuring the expression of effector T cell markers, namely, CD44 and CD69 upregulation (Supplementary Fig. 1A, B). Approximately 200,000 7-amino actinomycin D (7AAD)^-^CD3^+^CD4^+^ cells were sort-purified from unstimulated CD4^+^ T cells (none) or stimulated with anti-CD3 and anti-CD28 antibodies (CD3/CD28). Among these, 10,000 cells that passed quality control were used to produce a single-cell RNA library. 

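CD4+ T cells were enriched for naïve cells from the spleens of WT mice, here *Ift20* f/f mice without Cre. They were either kept in buffer, for the library called none, or cultured for 24 h with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies, for the library called CD3/CD28. With 1 library per condition, no value has a replicate and no test was made, and every 95% interval given for these data covers counting error only. The authors deposited, for each library, a table of counts without normalization, namely the number of unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) per gene and cell barcode. The methods name a 3′ kit for these libraries and the labels of the deposited data a 5′ kit, which capture opposite ends of a transcript. The filter of the paper, more than 200 genes and under 15% mitochondrial UMIs, kept 8031 of the 8253 barcodes of the unstimulated library and 9903 of the 10320 barcodes of the stimulated library. No barcode had 200 genes or fewer, so each one left out exceeded the mitochondrial limit. The kept cells held 37133949 UMIs in the unstimulated library and 116979076 in the stimulated library. Expression of a gene is its UMIs summed over the kept cells, as UMIs per 1000000 UMIs of the library (CPM) with an exact Poisson interval, and a difference is the log2 ratio of the CPM values. Gene identifiers are those of the files, of which 31011 are in the GENCODE M21 annotation of the mouse genome GRCm38.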

We identified 1665 and 2981 differentially expressed genes (DEGs) per cell in the “none” and “CD3/CD28” populations, respectively, with more than 15,000 different genes observed per sample.

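A median of 1675 genes per cell had at least 1 UMI in the unstimulated library and 3028 in the stimulated library, at median depths of 4627 and 12167 UMIs per cell. Over all barcodes, without the filter, the medians were 1665 and 2981.5 genes with at least 1 UMI. A stricter filter, more than 1000 genes and under 10% mitochondrial UMIs, gave medians of 1718 and 3207 genes. To set the libraries side by side at equal depth, each cell was thinned at random to 1400 UMIs, and the 801 unstimulated and 421 stimulated cells with fewer UMIs were left out. At that depth, which moved the medians most, the median was 704 genes per unstimulated cell and 759 per stimulated cell. Summed over its kept cells, the unstimulated library had 15268 genes with at least 1 UMI and the stimulated library 16064.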

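The filtered cells of both libraries were clustered together with those of a library from stimulated CD4+ T cells of IFT20-KO mice, which Fig. 5 is about. Seurat aligned the 3 libraries by canonical correlation over 2000 variable genes and clustered the cells on 30 principal components at a resolution of 0.35, the lowest from 0.1 to 1.0 in steps of 0.05 that gave 9 clusters. Clusters were named from lists of marker genes, with thresholds set after the clusters had been seen. By these markers, 1 cluster was naïve-like, 2 were active-like and 1 was cycling-like. A further cluster was set apart for having *Foxp3* among its 10 leading genes, although all of its 7 memory markers were higher in it as well as all of its 5 regulatory ones. The other 4 clusters were left unnamed because the median UMI count of their stimulated WT cells was below 0.333 of that library's median. These low-UMI clusters held 11.3% (10.6% to 12.0%) of the unstimulated cells and 22.9% (22.1% to 23.7%) of the stimulated cells, with exact Clopper-Pearson intervals. At the same resolution, the number of clusters also changed with rounding in the linear algebra library, which these intervals do not cover. Among the low-UMI clusters, the one with the cycling gene *Mki67* among its 10 leading genes held 0.0374% of the unstimulated and 1.96% of the stimulated cells. A doublet caller marked 3 cell barcodes of the unstimulated library and 0 of the stimulated library, too few to be credible at this number of cells, and none were removed.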

Using the Seurat algorithm [15], nine clusters of CD4^+^ T cells were identified by unsupervised hierarchical clustering, and these were visualized using the uniform manifold approximation and projection (UMAP) technique. The group of cells expressing L-selectin (*Sell)*, Kruppel-like Factor 2 (*Klf2)*, and interleukin-7 receptor-α (*Il7ra*), a naïve CD4^+^ T cell marker gene, was classified as “naïve” (Fig. 1A and Supplementary Fig. 1C, D), and the group expressing *Cd69, Il2ra, and Il2* was classified as “active” (Fig. 1A and Supplementary Fig. 1C, D). This clustering of “naïve” and “active” groups based on *Sell* and *Cd69* expression was further validated by flow cytometry. 

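In the unstimulated library, 81.8% (80.9% to 82.6%) of the filtered cells were in the naïve-like cluster and 3.74% (3.33% to 4.17%) in the active-like clusters. The cycling-like cluster held 0.0996% of them and the cluster with *Foxp3* 3.04%. In the stimulated library, 9.71% (9.14% to 10.3%) of the filtered cells were naïve-like, 62.8% (61.9% to 63.8%) were active-like, 4.39% were cycling-like and 0.151% were in the cluster with *Foxp3*. Each share is over all filtered cells of its library, the low-UMI clusters included. The genes that define these classes change with stimulation themselves, so no comparison is drawn between the shares of the libraries. Counting every cluster but the naïve-like one as active, a choice made after the data had been seen, moved the active shares most, to 18.2% of the unstimulated and 90.3% of the stimulated cells. When the libraries were clustered without alignment, 2 of the 962 stimulated cells of the naïve-like cluster were still in a naïve-like cluster.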

Similar frequencies of CD69^+^CD4^+^ T cells in flow cytometry and “active” cells in scRNA-seq were detected, confirming that our clustering was accurate (Fig. 1B and Supplementary Fig. 1A). 

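Gene Ontology sets were not analysed here, and written lists of genes were used in their place. A list's median log2 ratio, stimulated over unstimulated, is given with its percentile among 10000 random lists of as many genes with like mean expression, which describes these 2 libraries only. The median over all 13297 genes with at least 10 UMIs over both libraries was −0.089. The 37 expressed genes of the signal recognition particle, the translocon, the signal peptidase and related factors of targeting to the endoplasmic reticulum (ER) had a median of 0.28 (0.19 to 0.44), at percentile 61.3, and 26 of them were higher in the stimulated library. The 83 expressed genes of cytosolic ribosomal proteins had a median of −0.052 (−0.058 to −0.046), or 0.037 relative to the median of all genes, at percentile 1.60, with 33 genes higher and 50 lower, and 40 below the median of all genes. They took 35.0% of the UMIs of the unstimulated library and 30.8% of those of the stimulated library. Without scaling for depth, in UMIs per cell, their median moved most and was 1.30, and with median-ratio scaling it was 0.068, so its direction depends on the scaling. Many ribosomal protein genes have near-identical pseudogene copies, between which the counting can split reads, so their single values are uncertain. The 41 genes of translation initiation factors had a median of 0.73 (0.72 to 0.78), at percentile 99.4.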

Gene set enrichment analysis (GSEA) using the Gene Ontology database showed that genes related to protein localization to the endoplasmic reticulum and protein targeting to the membrane were upregulated in stimulated CD4^+^ T cells relative to unstimulated cells (Fig. 1C). 

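*Klf2* (ENSMUSG00000055148) was at 1089.5 CPM (1079 to 1100.2) in the unstimulated library, from 40458 UMIs, and at 110.4 CPM (109 to 112) in the stimulated library, a log2 ratio of −3.30 (−3.33 to −3.27). The values of *Btg2* (ENSMUSG00000020423) were 247 CPM (242 to 252) and 58.8 CPM (57.4 to 60.2), a log2 ratio of −2.07 (−2.11 to −2.02). The related *Btg1* had a log2 ratio of −1.57 and the naïve marker *Il7r* one of −6.45. All these ratios are over all filtered cells, since the naïve and active groups are themselves defined by such genes. Without scaling for depth, in UMIs per cell, they were nearest to 0, at −1.95 for *Klf2* and −0.72 for *Btg2*.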

Comparison of genes upregulated in “none” relative to the “CD3/CD28” group, which corresponds to “active” clusters, revealed that *Klf2*, B cell translocation gene 2 (*Btg2)*, and *Sell*, three known quiescence genes, were highly expressed in unstimulated cells (Fig. 1D, E). Conversely, the known CD4^+^ T cell effector genes *Cd69* and *Il2ra* were upregulated in “CD3/CD28” cells (Fig. 1D, E). 

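*Cd69* (ENSMUSG00000030156) rose from 119 CPM (115 to 122) in the unstimulated library to 303 CPM (299 to 306) in the stimulated library, a log2 ratio of 1.35 (1.30 to 1.39). *Il2ra* (ENSMUSG00000026770) rose from 15.0 CPM (13.8 to 16.3) to 185 CPM (182 to 187), a log2 ratio of 3.62 (3.50 to 3.74). *Il2* had 17 UMIs in all unstimulated cells and 14121 in the stimulated cells, a log2 ratio of 8.04 (7.36 to 8.82). Within the active-like and cycling-like clusters together, here called the active cells, which *Cd69* itself helps to define, the log2 ratio of *Cd69* changed direction, to −0.19, while that of *Il2ra* was 2.26. Only 308 unstimulated cells were active cells, and the median of all genes among active cells was −0.30. *Zap70* and *Cd28*, which Fig. 1D marks, had log2 ratios of 1.02 (0.98 to 1.05) and 0.92 (0.89 to 0.95).

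**Figure D1:**
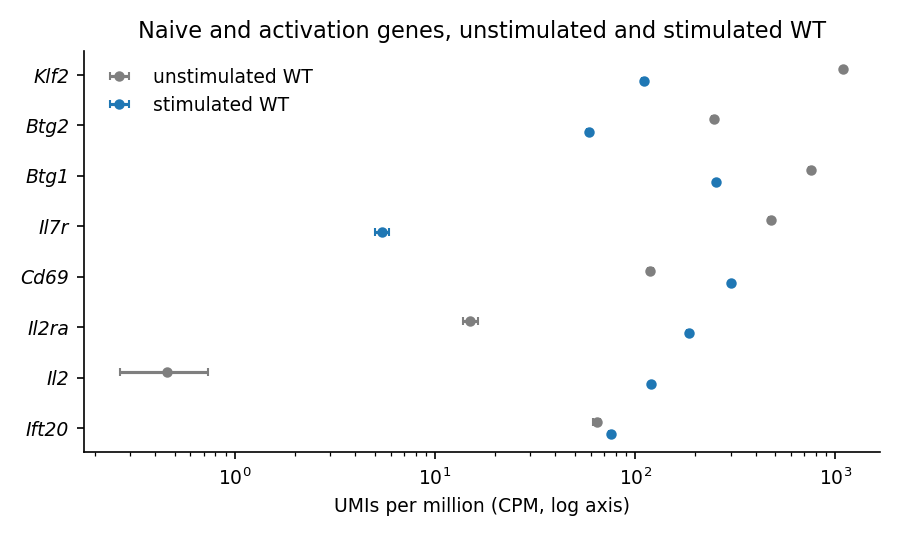
UMIs per 1000000 UMIs (CPM, log axis) of genes of naïve and activated cells and of *Ift20* in the unstimulated (grey) and the stimulated WT library (blue). Each point is 1 library, and bars are exact 95% Poisson intervals, which are narrower than most points; *Il7r* fell to 5.45 CPM and *Il2* rose from 0.458 CPM.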

Notably, we also detected significant upregulation of *Ift20*, which encodes a protein involved in cilia formation, in the “CD3/CD28” group (Fig. 1E), with upregulation of *Ift20* in stimulated CD4^+^ T cells further confirmed by quantitative reverse transcription (qRT)-PCR (Fig. 1F). 

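*Ift20* (ENSMUSG00000001105) lies on the forward strand of chromosome 11 of GRCm38, from 78536361 to 78541737, where GENCODE M21 lists 5 transcripts of it. The unstimulated library held 2390 *Ift20* UMIs, which is 64.4 CPM (61.8 to 67.0), and the stimulated library 8885, which is 76.0 CPM (74.4 to 77.5). The log2 ratio was 0.24 (0.17 to 0.30), above the median of all genes by 0.33. It stayed above 0 under every alternative tried, from 0.14 within the active cells to 1.59 in UMIs per cell without scaling for depth. The value of 0.14 rests on 308 unstimulated active cells and has no counting interval here, and that of 1.59 includes the shift of 1.35 from depth. Among the genes for other intraflagellar transport proteins that Fig. 1D marks, the log2 ratio was 0.75 (0.65 to 0.85) for *Ift27*, 0.44 (0.26 to 0.62) for *Ift46* and 2.04 (1.76 to 2.32) for *Ift57*. The paper titles Fig. 1, which holds *Ift20* in these libraries, its qRT-PCR and *IFT20* in human datasets, with the importance of IFT20 for the activation of CD4+ T cells.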

The *Ift20* RNA expression level was altered by costimulation by CD28 and T cell receptor (TCR) signaling, including CD3 signaling (Supplementary Fig. 2). In addition, no significant difference was observed in *Ift20* RNA expression among T cell subsets, except for T helper (Th) 2 cells (Supplementary Fig. 2).

**Fig. 1:**
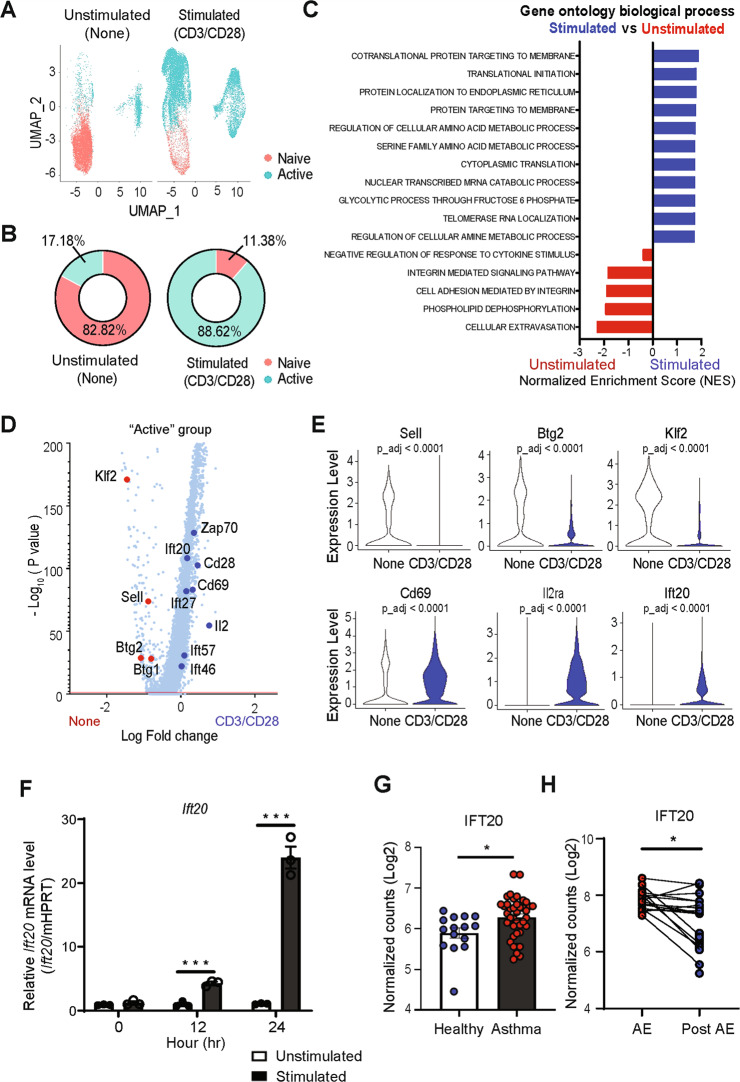
IFT20 is important for CD4^+^ T cell activation. **A–E** Analysis of single-cell RNA sequencing (scRNA-seq) data from CD4^+^ T cells either left unstimulated or stimulated with anti-CD3 and anti-CD28 antibodies. **A** Uniform manifold approximation and projection (UMAP) of unstimulated CD4^+^ T cells (none, 8,253 cells) and CD3/CD28-stimulated CD4^+^ T cells (CD3/CD28, 10,320 cells). The clusters were arranged into “naïve” and “active” groups based on the expression of *Sell* and *Cd69*. **B** Doughnut graphs depicting the percentages of cells in the “naïve” and “active” groups in unstimulated (none) and CD3/CD28-stimulated CD4^+^ T cells (CD3/CD28). **C** Gene set enrichment analysis (GSEA) using Gene Ontology biological process gene sets. The statistically significant gene set (FDR < 0.25) was sorted in order of the normalized enrichment score (NES). **D** Volcano plot showing differentially expressed genes (DEGs) in unstimulated (none) *vs*. CD3/CD28-stimulated CD4^+^ T cells (CD3/CD28). Each dot represents an individual gene. Significant DEGs in the none and CD3/CD28 groups are colored red and blue, respectively. **E** Violin plots for genes showing significant differential expression in the volcano plot. **F** Time course of *Ift20* expression in response to CD4^+^ T cell activation. The levels of *Ift20* mRNA were measured by quantitative reverse transcription (qRT)-PCR in CD4^+^ T cells activated for 0, 12, and 24 h. Naïve CD4^+^ T cells enriched by magnetic beads were activated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies. **G** *IFT20* expression in an RNA-seq dataset derived from Th2-enriched CD4^+^ T cells isolated from the peripheral blood of healthy subjects and asthma patients (Gene Expression Omnibus [GEO] accession number GSE75011). **H** *IFT20* expression in a microarray dataset derived from nasal lavage cells from asthma patients with acute exacerbation (AE) and in a postexacerbation state (Post-AE) (GEO accession number, GSE30326). The data are shown as the mean ± standard error or the mean (SEM). Statistical significance was calculated using the unpaired Student’s *t* test (**F**, **G**) or paired Student’s *t* test (**H**). *P < 0.05, ***P < 0.001

IFT20 was previously reported to localize to the cytoplasm in ciliated cells [7]. Here, to determine the localization of IFT20 in CD4^+^ T cells, we performed immunofluorescence staining in CD4^+^ T cells left unstimulated or stimulated with anti-CD3 and anti-CD28 antibodies. We found that IFT20 localized to the cytoplasm in both groups of CD4^+^ T cells (Supplementary Fig. 3A). However, IFT20 was localized to one point in the cytoplasm of stimulated CD4^+^ T cells (Supplementary Fig. 3A). To confirm the precise position of cytoplasmic IFT20, we performed immunogold labeling with transmission electron microscopy (TEM), which revealed that IFT20 localized to the Golgi apparatus and endosomes in immune cells from the mouse spleen (Supplementary Fig. 3B).

To further assess the in vivo relevance of our findings, we analyzed *IFT20* expression in existing transcriptomic datasets from human patients with asthma, which is a chronic respiratory disease characterized by variable expiratory airflow limitation. Notably, we found that the expression of *IFT20* was increased in CD4^+^ T cells from patients suffering from asthma relative to those from healthy subjects (Gene Expression Omnibus (GEO) accession number GSE75011) (Fig. 1G). In addition, asthma patients with acute exacerbation exhibited increased *IFT20* expression in nasal lavage cells compared to that in a postexacerbation state, which is a stable state in asthma patients (GEO accession number GSE30326) (Fig. 1H). These data indicate a possible association between the occurrence of asthma and elevated expression of IFT20. Therefore, we proceeded to investigate the role of IFT20 in asthma pathogenesis.

### Deficiency of IFT20 alleviates allergen-induced airway inflammation

To elucidate the role of IFT20 in CD4^+^ T cell activation in vivo, we generated CD4^+^ T cell-specific IFT20-KO mice using Cre-*lox* recombination technology (Supplementary Fig. 4A). To this end, *loxP* sites were inserted into introns 1 and 3 of the *Ift20* gene. We then bred these mice to animals expressing the *Cre* gene in CD4^+^ T cells, leading to removal of exons 2 and 3 from the *Ift20* gene via Cre-mediated recombination in CD4^+^ T cells (Supplementary Fig. 4B). We confirmed this specific reduction in IFT20 by performing western blot and qRT‒PCR analyses of CD4^+^ T cells enriched using magnetic beads. Our data indicated that IFT20 was absent only in CD4^+^ T cells in the conditional IFT20-KO mice (Supplementary Fig. 4C, D). This IFT20 deficiency in CD4^+^ T cells did not significantly affect T cell development or distribution to peripheral tissue (Supplementary Fig. 4E). Thus, the conditional IFT20-KO mice appeared similar to WT mice under normal conditions.

We then assessed the effect of IFT20 on asthma induction by exposing conditional IFT20-KO mice and WT mice to papain according to a defined schedule that induces allergic inflammation (Fig. 2A). After 15 days of papain inhalation, lung tissue from IFT20-KO and WT mice was isolated and analyzed by H&E staining. Notably, we detected substantial goblet cell hyperplasia and infiltration of various immune cells that are hallmarks of airway inflammation in papain-treated WT mice but not in papain-treated IFT20-KO mice (Fig. 2B). To further identify these infiltrating immune cells, we performed flow cytometry analysis of cells from lung tissue. We observed reduced numbers of infiltrating total CD45.2^+^ immune cells as well as reduced numbers of CD4^+^ T cells, CD8^+^ T cells, eosinophils, and neutrophils in IFT20-KO mice relative to WT mice (Fig. 2C). We also detected decreased levels of interleukin (IL)-5, a cytokine required for eosinophil recruitment, and IL-13, which is essential for goblet cell hyperplasia, in bronchoalveolar lavage (BAL) fluid from IFT20-KO mice compared to WT mice (Fig. 2D, E). As a result, papain-treated IFT20-KO mice showed a reduction in airway hyperresponsiveness compared to that of papain-treated WT mice (Fig. 2F). IFT20 deficiency in CD4^+^ T cells reduced airway inflammation in OVA-induced and protease-induced asthma models. We observed decreased goblet cell hyperplasia and infiltration of various immune cells in OVA-treated WT mice but not in OVA-treated IFT20-KO mice (Supplementary Fig. 6B). OVA-treated IFT20-KO mice showed reduced numbers of CD45.2^+^ immune cells, eosinophils, and neutrophils relative to those of WT mice (Supplementary Fig. 6C). These data indicate that IFT20 deficiency alleviates airway inflammation in a mouse asthma model.

**Fig. 2:**
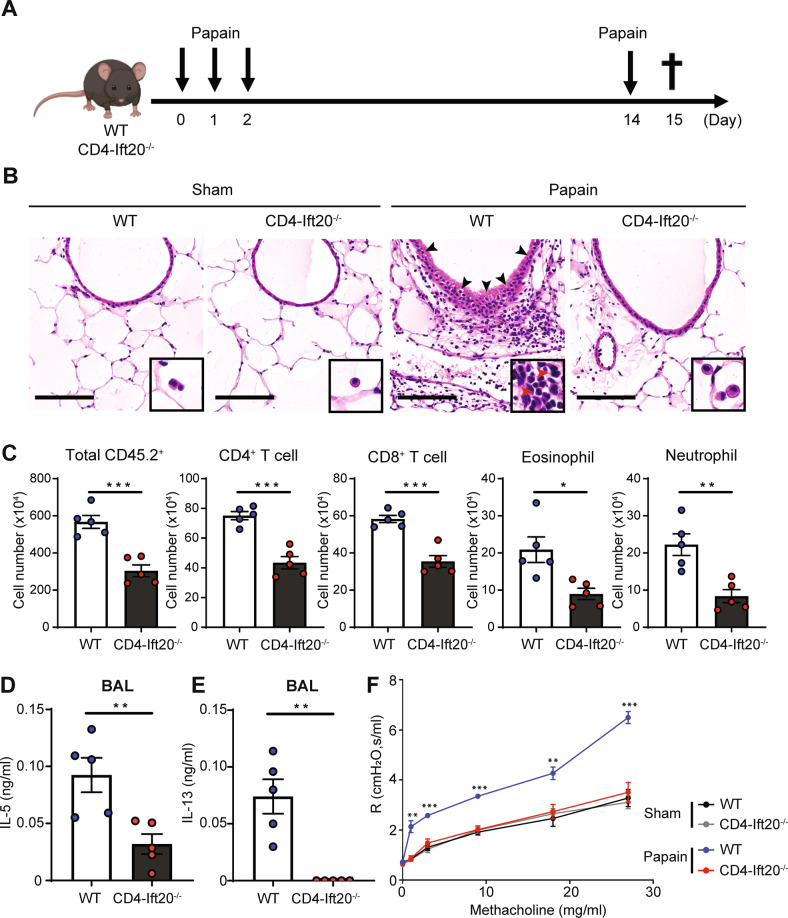
IFT20 deficiency alleviates protease-induced airway inflammation. **A** Overview of the papain-induced airway inflammation model. Mice were sensitized to a protease allergen by administration of 25 μg papain via intranasal injection for three consecutive days. The animals were then intranasally challenged with the same concentration of papain on Day 14 after the first intranasal injection, and lung tissue and bronchoalveolar lavage (BAL) fluid were harvested on Day 15. **B** Representative hematoxylin and eosin (H&E) staining images of lung tissue from papain-treated and sham control-treated WT and IFT20-KO mice. Black and red arrows indicate goblet cell hyperplasia and eosinophils, respectively. Scale bar, 100 μm. **C** Total numbers of CD45.2^+^ immune cells (*n* = 5), CD4^+^ T cells (*n* = 5), CD8^+^ T cells (*n* = 5), eosinophils (*n* = 5), and neutrophils (*n* = 5) in the lungs of papain-treated WT and IFT20-KO mice. Levels of (**D**) interleukin (IL)-5 (*n* = 5) and (**E**) IL-13 (*n* = 5) in BAL fluid from papain-treated WT and IFT20-KO mice were measured by enzyme-linked immunosorbent assay (ELISA) (*n* = 5). **F** Airway resistance to intratracheal methacholine in WT and IFT20-KO mice following administration of papain (*n* = 5). The representative images in (**B**) were obtained from more than two independent experiments. In **C**–**F**, the data shown represent more than three independent experiments. The data are shown as the mean ± SEM. Significance was calculated by unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001

### IFT20 acts as a critical regulator of central supramolecular activation cluster formation

To further elucidate the detailed mechanism by which CD4^+^ T cell-specific IFT20 affects airway inflammation, we examined the role of IFT20 as a transporter protein. We hypothesized that the cargo protein carried by IFT20 might regulate the function of CD4^+^ T cells. To uncover proteins that interact with IFT20, we performed a yeast two-hybrid screen (Supplementary Fig. 7). We found that TSG101, a protein that recognizes ubiquitinated cargo and promotes endocytosis, was a binding partner of IFT20 (Fig. 3C). We constructed TSG101 mutants (Fig. 3A) and found that the site at which TGS101 bound to IFT20 contained a coiled-coil domain (Fig. 3C and Supplementary Fig. 8A). Next, we constructed IFT20 mutants to specifically determine the site of IFT20 that binds to TSG101 (Fig. 3B), which showed that TSG101 bound to the coiled-coil domain of IFT20 (Fig. 3D and Supplementary Fig. 8B). Using co-IP experiments, we confirmed the direct protein‒protein interaction between IFT20 and TSG101 in HEK293T cells (Fig. 3E). In addition, the interaction of IFT20 and TSG101 at an endogenous level was increased in in vitro-stimulated Jurkat cells relative to unstimulated Jurkat cells (Fig. 3F). To further validate this interaction in CD4^+^ T cells, we performed immunofluorescence staining with confocal microscopy. We observed increased IFT20 and TSG101 intensity and colocalization of IFT20 and TSG101 in CD4^+^ T cells stimulated with anti-CD3 and anti-CD28 antibodies (Fig. 4A, D, and Supplementary Fig. 9). These data indicate that the protein‒protein interaction between IFT20 and TSG101 is increased in a T cell activation-dependent manner.

**Fig. 3:**
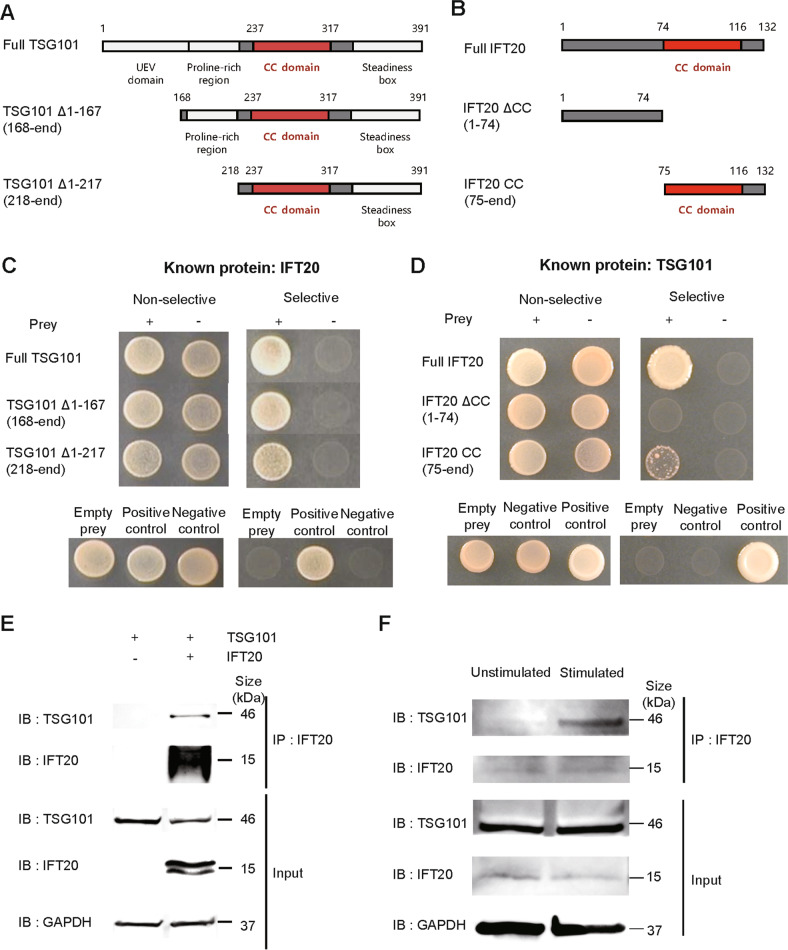
IFT20 and TSG101 interact and synergize with each other. **A** Schematic linear diagram of TSG101. **B** Schematic linear diagram of IFT20. **C** Yeast cells transformed with the IFT20 plasmid and prey plasmids containing potential IFT20-binding partners were cultured on nonselective (+histidine and adenosine) or selective SD media (–histidine and adenosine). The growth of yeast on selective media indicates the presence of protein‒protein interactions. **D** Yeast cells transformed with the TSG101 plasmid and prey plasmids containing potential IFT20-binding partners were cultured on nonselective (+histidine and adenosine) or selective SD medium (–histidine and adenosine). The growth of yeast on selective medium indicated the presence of protein‒protein interactions. **E** Coimmunoprecipitation of IFT20 and TSG101 from lysates of HEK293 T cells overexpressing the indicated proteins. **F** Coimmunoprecipitation of endogenous IFT20 and TSG101 proteins in Jurkat cell lysates. Jurkat cells were activated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 24 h. In **E–F**, the data represent more than three independent experiments. UEV ubiquitin E2 variant, CC coiled coil, IB immunoblot, IP immunoprecipitation

**Fig. 4:**
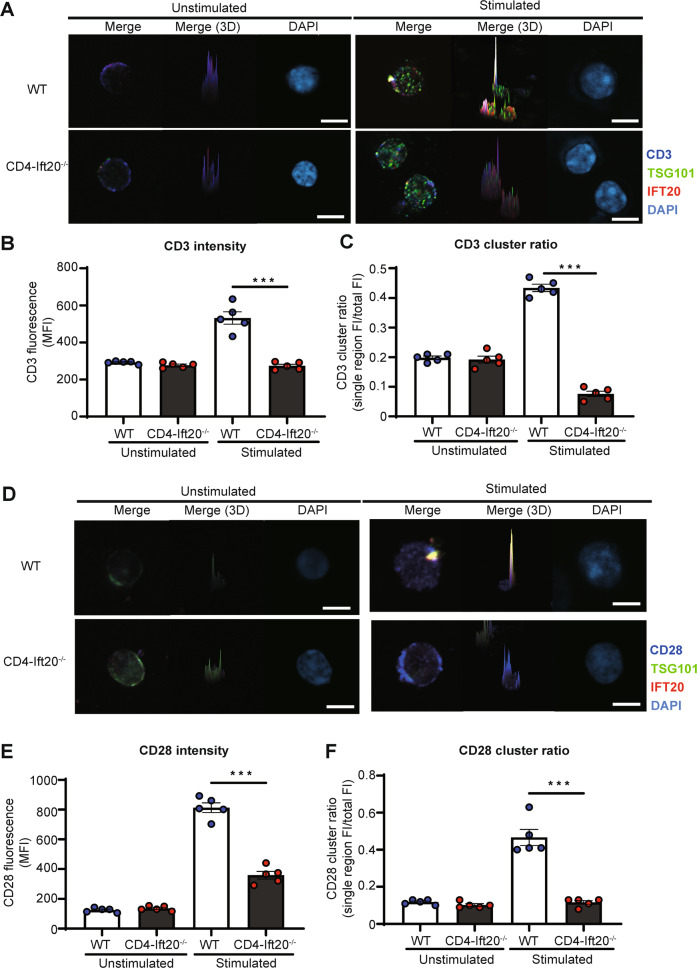
IFT20 acts as a critical regulator of c-SMAC formation. **A–F** Naïve CD4^+^ T cells from WT and IFT20-KO mice were enriched by magnetic beads and activated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 8 h (*n* = 5). **A** Representative immunofluorescence confocal microscopy images of unstimulated and stimulated CD4^+^ T cells from WT and IFT20-KO mice stained for CD3 (blue), IFT20 (red), TSG101 (green), and DAPI (light blue). Using ZEN 3.2 software, 3D images were obtained. Scale bar, 5 μm. CD3 intensities (**B**) and CD3 cluster ratios (**C**) were calculated with ZEN 3.2 software. **D** Representative immunofluorescence confocal microscopic images of unstimulated and stimulated CD4^+^ T cells from WT and IFT20-KO mice stained for CD28 (blue), IFT20 (red), TSG101 (green), and DAPI (light blue). 3D images were obtained with ZEN 3.2 software. Scale bar, 5 μm. CD28 intensities (**E**) and CD28 cluster ratios (**F**) were calculated with ZEN 3.2 software. The images in (**A**) and (**D**) represent five independent experiments. In **B**–**C** and **E**–**F**, the data represent more than three independent experiments. The data are shown as the mean ± SEM. Statistical significance was calculated by unpaired Student’s *t* test. ***P < 0.001

Next, we hypothesized that the interaction between IFT20 and TSG101 might be associated with a change in CD4^+^ T cell function. We discovered that CD3 and CD28 were also concentrated at one point with IFT20 and TSG101 in stimulated WT CD4^+^ T cells (Fig. 4A, D). In addition, the intensity of CD3 and CD28 was higher in stimulated WT CD4^+ ^T cells than in unstimulated WT CD4^+^ T cells (Fig. 4B, E). The convergence of CD3 and CD28 in stimulated CD4^+^ T cells results in the formation of a central supramolecular activation cluster (c-SMAC), a complex that plays a role in amplifying CD4^+^ T cell activation [16–18]. To assess the degree of c-SMAC formation regulated by IFT20 and TSG101, we performed cluster ratio analysis. This approach assesses the proportion of the intensity in a specific region inside the cell relative to the total whole-cell intensity. As such, a high cluster ratio would indicate that c-SMAC formation is well established. Here, we observed decreased staining intensity for the c-SMAC components CD3 and CD28 in IFT20-KO CD4^+^ T cells (Fig. 4B, E), and the results from the cluster ratio analysis were consistent with disruption of c-SMAC formation in these cells (Fig. 4C, F). These data suggest that the TSG101–IFT20 axis may converge on CD3 and CD28, leading to c-SMAC formation. Thus, we speculate that ubiquitinated proteins (e.g., CD3 and CD28) may be recognized by TSG101 and transported via IFT20 to form c-SMAC.

### IFT20 enhances AKT-mTOR signaling and CD4^+^ T-cell proliferation

Next, we investigated which signaling pathway in CD4^+^ T cells may be involved in regulating c-SMAC formation with IFT20. Therefore, we performed scRNA-seq on WT and IFT20-deficient stimulated CD4^+^ T cells. 

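The stimulated WT library of Fig. 1 was set against 1 library of stimulated CD4+ T cells from IFT20-KO mice, *Ift20* f/f mice with Cre under the *Cd4* promoter, made and counted in the same way. The filter kept 13920 of its 13932 barcodes, with 106435143 UMIs in total, a median of 5014.5 UMIs and of 2018.5 genes per cell. Thinned to equal depth, which left out 0 of its cells, the median was 797 genes per cell. *Ift20* itself was at 6.60 CPM (6.13 to 7.11) in the IFT20-KO library, from 703 UMIs, a log2 ratio to the stimulated WT library of −3.52 (−3.64 to −3.41). This ratio moved most in UMIs per cell without scaling for depth, to −4.15. Where in the gene the remaining reads lie was not tested, since the tables hold counts per gene. The low-UMI clusters held 49.7% (48.9% to 50.6%) of the IFT20-KO cells, the naïve-like cluster 6.17%, the active-like clusters 40.9%, the cycling-like cluster 3.06% and the cluster with *Foxp3* 0.151%. The low-UMI cluster with *Mki67* among its leading genes held 4.33%. Over the 13504 genes with at least 10 UMIs in both libraries together, the median log2 ratio, IFT20-KO over WT, was 0.14, so changes are also given relative to this median.

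**Figure D2:**
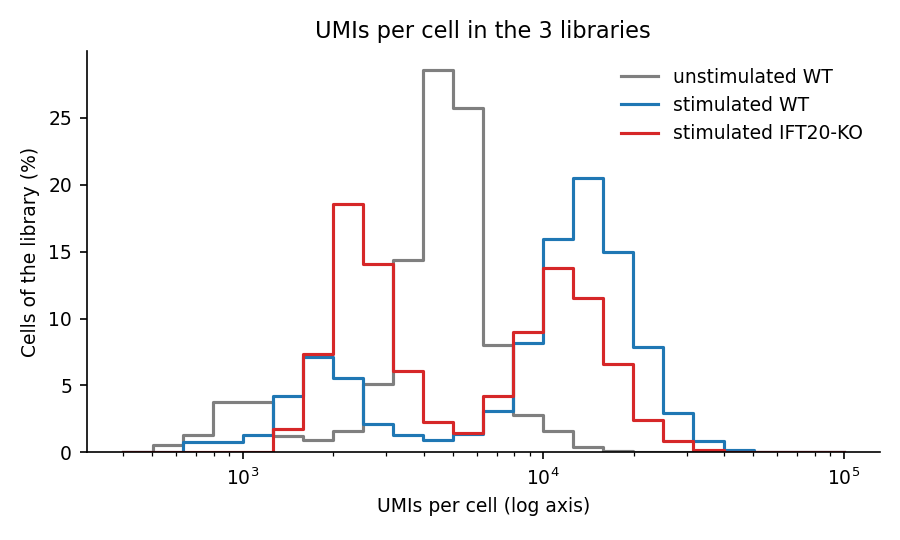
Share of each library's filtered cells (%) by UMIs per cell (log axis) for the unstimulated WT (grey), stimulated WT (blue) and stimulated IFT20-KO library (red). Both stimulated libraries have a low and a high mode, and the low one holds more of the IFT20-KO cells.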

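The hallmark sets were not analysed here, and written lists stand in for those of PI3K-AKT-mTOR signaling, the interferon responses and the cell cycle. The 50 genes of PI3K-AKT-mTOR signaling had a median log2 ratio, IFT20-KO over WT, of 0.15 (0.094 to 0.18), or 0.015 relative to the median of all genes. The median lies at percentile 78.0 of random lists matched on expression, with 32 genes higher and 18 lower in the IFT20-KO library and 25 below the median of all genes. In UMIs per cell, without scaling for depth, the median moved most and was below 0, at −0.48. Within the active cells it was 0.014, and in the low-UMI clusters alone, a choice made after the data had been seen, it was −0.15 (−0.19 to −0.057). The 78 expressed interferon-induced genes had a median of −0.34 (−0.37 to −0.28), at percentile 0, and 60 of them were lower in the IFT20-KO library. An interferon set from the Reactome database was nearer to 0, with a median of −0.038 (−0.065 to −0.0077), also at percentile 0. Of its genes, 55 were lower and 43 higher. The 97 genes of Seurat's S and G2/M lists had a median of 0.33 (0.32 to 0.37), at percentile 100, and 89 of them were higher in the IFT20-KO library, although in UMIs per cell the median was −0.30.

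**Figure D3:**
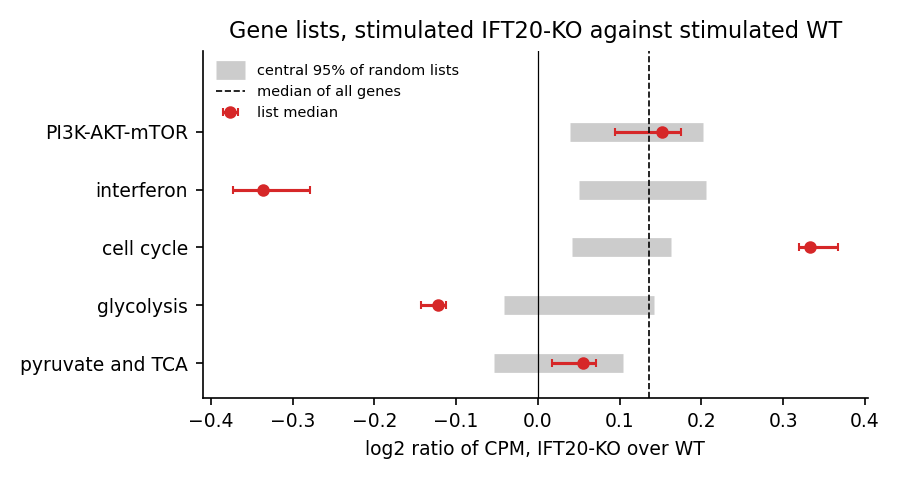
Median log2 ratio of CPM, IFT20-KO over WT, of 5 gene lists (points, with 95% intervals for counting error), with the central 95% of 10000 random lists of as many genes matched on expression (grey bars) and the median of all genes (dashed line). The interferon and glycolysis lists lie below their random lists, the cell cycle list above, and the PI3K-AKT-mTOR list and the pyruvate and TCA list within; in UMIs per cell the PI3K-AKT-mTOR, pyruvate and TCA and cell cycle medians were below 0, and with median-ratio scaling the pyruvate and TCA median was.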

Interestingly, GSEA using a hallmark gene set revealed that the phosphoinositide 3-kinase alpha (PI3K)-AKT–mechanistic target of rapamycin (mTOR) signaling cascade was upregulated in stimulated WT CD4^+^ T cells relative to IFT20-deficient CD4^+^ T cells (Fig. 5A). Conversely, we observed decreased AKT-mTOR-related gene expression (e.g., *Pik3ca*, *Akt1*, and *Mtor*) in cells from IFT20-KO mice in a volcano plot of the data (Fig. 5B and Supplementary Fig. 10A). 

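*Pik3ca* (ENSMUSG00000027665) was at 10.7 CPM (10.1 to 11.3) in the stimulated WT library and 11.0 CPM (10.4 to 11.7) in the IFT20-KO library, from 1247 and 1174 UMIs. Its log2 ratio of 0.049 (−0.067 to 0.17) was not told apart from 0 at this depth, and relative to the median of all genes it was −0.087. *Mtor* (ENSMUSG00000028991) was at 14.2 CPM (13.5 to 14.9) and 15.0 CPM (14.2 to 15.7), a log2 ratio of 0.073 (−0.027 to 0.17) that was likewise not told apart from 0, or −0.063 relative to the median of all genes. *Akt1* (ENSMUSG00000001729) was at 21.9 CPM (21.1 to 22.8) and 17.5 CPM (16.7 to 18.3), and its log2 ratio of −0.32 (−0.41 to −0.24) was below 0 by more than the counting error.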

To identify whether IFT20 is involved in the phosphorylation of AKT and mTOR, we performed intracellular staining with phosphor-specific antibodies against AKT1, mTOR, and ribosomal protein S6 kinase B1 (RPS6KB1), a downstream protein activated by AKT-mTOR signaling (Fig. 5C). Phosphorylation of AKT1, mTOR, and RPS6KB1 was reduced in IFT20-deficient CD4^+^ T cells relative to WT CD4^+^ T cells (Fig. 5D). Because CD4^+^ T-cell proliferation has been reported to be regulated by activation of AKT–mTOR signaling [19], we conducted Ki-67 staining to analyze the effect of IFT20 deficiency on CD4^+^ T-cell proliferation (Fig. 5E). We detected a decreased frequency of Ki-67 staining in CD4^+^ T cells from IFT20-KO mice relative to those from WT mice (Fig. 5F). Thus, our data indicate that IFT20 enhances the AKT–mTOR signaling pathways and promotes CD4^+^ T cell proliferation.

**Fig. 5:**
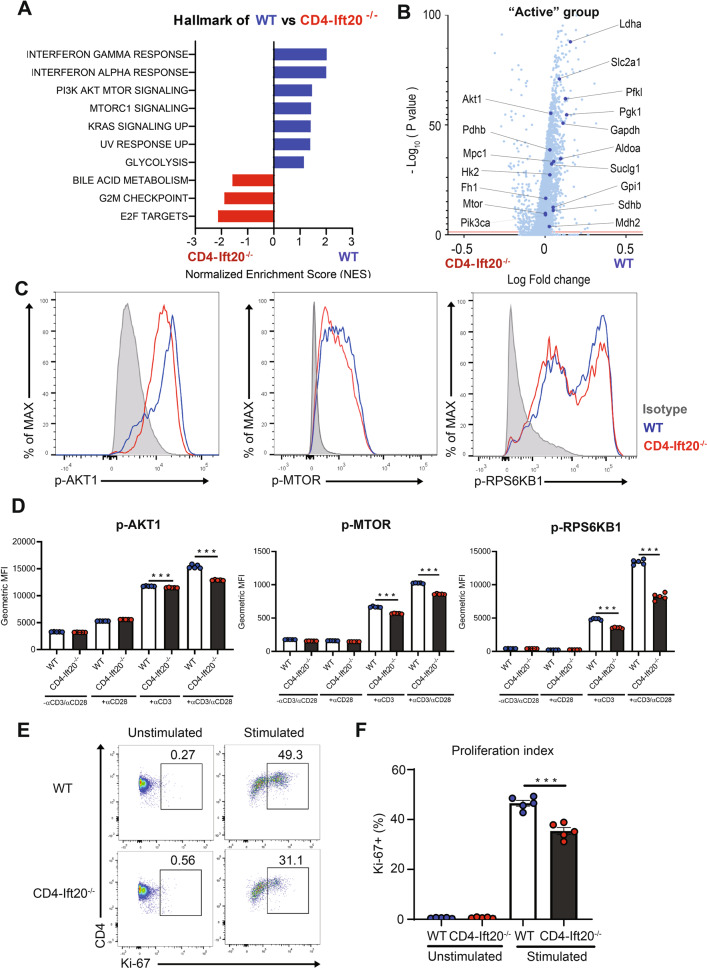
IFT20 enhances AKT–mTOR signaling and CD4^+^ T cell proliferation. **A**, **B** Naïve CD4^+^ T cells from WT and IFT20-KO mice were activated with anti-CD3 and anti-CD28 antibodies for 24 h and analyzed by scRNA-seq. **A** GSEA using hallmark gene sets. The statistically significant gene set (FDR < 0.25) was sorted in order of the normalized enrichment score (NES). **B** Volcano plot showing DEGs in CD4^+^ T cells from WT and IFT20-KO mice. Each dot represents an individual gene. Significant DEGs in the WT group are colored blue. **C–F** Naïve CD4^+^ T cells from IFT20-KO and WT mice were enriched by magnetic beads and activated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 2 days. **C** The levels of phosphorylated AKT1 (p-AKT1), mTOR (p-mTOR), and RPS6KB1 (p-RPS6KB1) were assessed by flow cytometry using phospho-specific antibodies. **D** Bar graphs indicating the mean fluorescence intensity (MFI) of p-AKT1, p-MTOR, and p-RPS6KB1 expression in IFT20-KO and WT cells. **E** Ki-67 staining frequencies were examined by flow cytometry. **F** Bar graphs indicating the frequencies of Ki-67 staining. The data are shown as the mean ± SEM. Statistical significance was calculated by unpaired Student’s *t* test. ***P < 0.001

### IFT20 regulates aerobic glycolysis and cellular respiration

T-cell activation and differentiation have been reported to be regulated by various metabolic pathways [20]. In particular, there is emerging evidence that naïve T cells acquire adenosine triphosphate (ATP) through OXPHOS in the mitochondria, whereas differentiation into Th1, Th2, and Th17 cells requires energy from aerobic glycolysis [21]. To our knowledge, there are no published reports describing a role for IFT20 in glucose metabolism. Therefore, we investigated this possibility by analyzing our scRNA-seq data from stimulated CD4^+^ T cells and found that glycolysis-related genes were upregulated in CD4^+^ T cells of WT mice compared to those from IFT20-KO mice (Fig. 5A). Conversely, we found that numerous glycolysis-related genes, including *solute carrier family 2 member 1* (*Slc2a1*), *glucose-6-phosphate isomerase* 1 (*Gpi1*), *phosphoglycerate kinase 1* (*Pgk1*), and *lactate dehydrogenase A* (*Ldha*), were significantly downregulated in CD4^+^ T cells from IFT20-KO mice (Fig. 5B and Supplementary Fig. 10B).

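The 25 expressed genes of a glycolysis list, from glucose uptake to lactate, had a median log2 ratio, IFT20-KO over WT, of −0.12 (−0.14 to −0.11), or −0.26 relative to the median of all genes. None of the 10000 random lists of as many genes matched on expression had a median as low (percentile 0). The median of those random lists was 0.027, so a fall relative to the median of all genes is larger than one relative to genes of like expression. Of the listed genes, 15 were lower and 10 higher in the IFT20-KO library, and 17 were below the median of all genes, with log2 ratios from −0.64 to 1.48. Together they took 1.03% of the UMIs of the WT library and 0.903% of those of the IFT20-KO library. Depth left in, as UMIs per cell, moved the median most, to −0.75, and the mean of the log2 ratios in place of their median changed the direction, to 0.026. Without the low-UMI clusters, left out after the data had been seen, the median was −0.072, or −0.11 relative to the median of all genes, at percentile 0.05.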

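*Slc2a1* (ENSMUSG00000028645), the gene of GLUT1, was at 65.1 CPM (63.7 to 66.6) in the stimulated WT and 54.8 CPM (53.4 to 56.2) in the IFT20-KO library, a log2 ratio of −0.25 (−0.30 to −0.20), or −0.39 relative to the median of all genes. *Gpi1* (ENSMUSG00000036427) was at 559.5 and 523 CPM, a log2 ratio of −0.10 (−0.11 to −0.080). The log2 ratio of *Pgk1* (ENSMUSG00000062070) was −0.25 (−0.26 to −0.23) and that of *Ldha* (ENSMUSG00000063229), at 2228 CPM in the WT library, was −0.21 (−0.21 to −0.20). Among other genes that the paper names, *Hk2* had a log2 ratio of −0.33 (−0.45 to −0.21), *Pfkl* of −0.28 (−0.31 to −0.25), *Gapdh* of −0.20 and *Aldoa* of −0.12. *Gapdh*, *Ldha*, *Pgk1* and *Aldoa* have near-identical pseudogene copies between which the counting can split reads, so their values are uncertain. All 8 genes, which the paper names from these same libraries, stayed lower in the IFT20-KO library under each alternative tried.

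**Figure D4:**
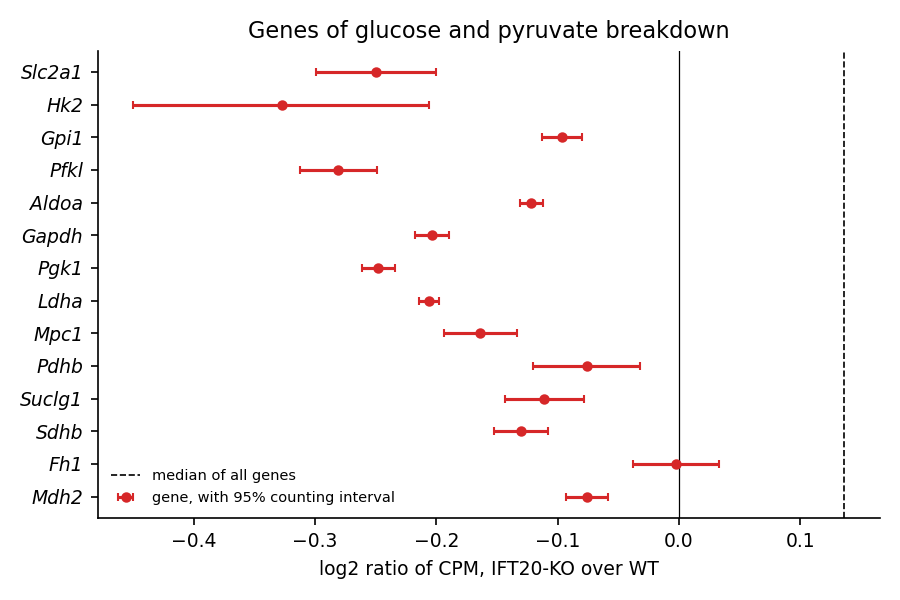
Log2 ratio of CPM, IFT20-KO over WT, of genes of glucose and pyruvate breakdown, with 95% intervals for counting error (bars) and the median of all genes (dashed line). The intervals of all genes but *Fh1* lie below 0, and all lie below the median of all genes. The genes are those that the paper names from these same libraries, so their shared direction is no independent support. In the whole lists, 10 of 25 glycolysis genes and 19 of 31 pyruvate and TCA genes were higher in the IFT20-KO library.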

Based on these findings, we next examined the effect of IFT20 deficiency on overall glucose metabolism in CD4^+^ T cells. When these cells are activated, glycolysis is carried out using external glucose that is taken up via GLUT1, the upstream transporter for the glycolysis pathway [22]. Since the expression of *Slc2a1*, a coding gene of GLUT1, was downregulated in IFT20-deficient CD4^+^ T cells, we hypothesized that IFT20 might be involved in glucose uptake. When we measured the levels of GLUT1 in CD4^+^ T cells from WT and IFT20-KO mice, we found that GLUT1 was decreased in CD4^+^ T cells from IFT20-KO mice (Fig. 6A, B). To determine whether glycolysis is affected by IFT20 at the mRNA and protein levels, we performed glycolysis stress tests on stimulated CD4^+^ T cells from WT and IFT20-KO mice using an XFe96 Extracellular Flux Analyzer (Fig. 6C). We detected a reduced ECAR in stimulated CD4^+^ T cells from IFT20-KO mice compared to those from WT animals (Fig. 6C). We then measured the cellular levels of glycolysis, glycolytic capacity (i.e., ability to obtain the maximum ATP from glycolysis), and glycolytic reserve. We found that CD4^+^ T cells from IFT20-KO mice displayed lower glycolysis and glycolytic capacity than WT CD4^+^ T cells (Fig. 6D). However, we observed no difference in glycolytic reserve between stimulated IFT20-deficient CD4^+^ T cells and WT CD4^+^ T cells (Fig. 6D). These data indicated that glycolysis was decreased in response to IFT20 deficiency.

**Fig. 6:**
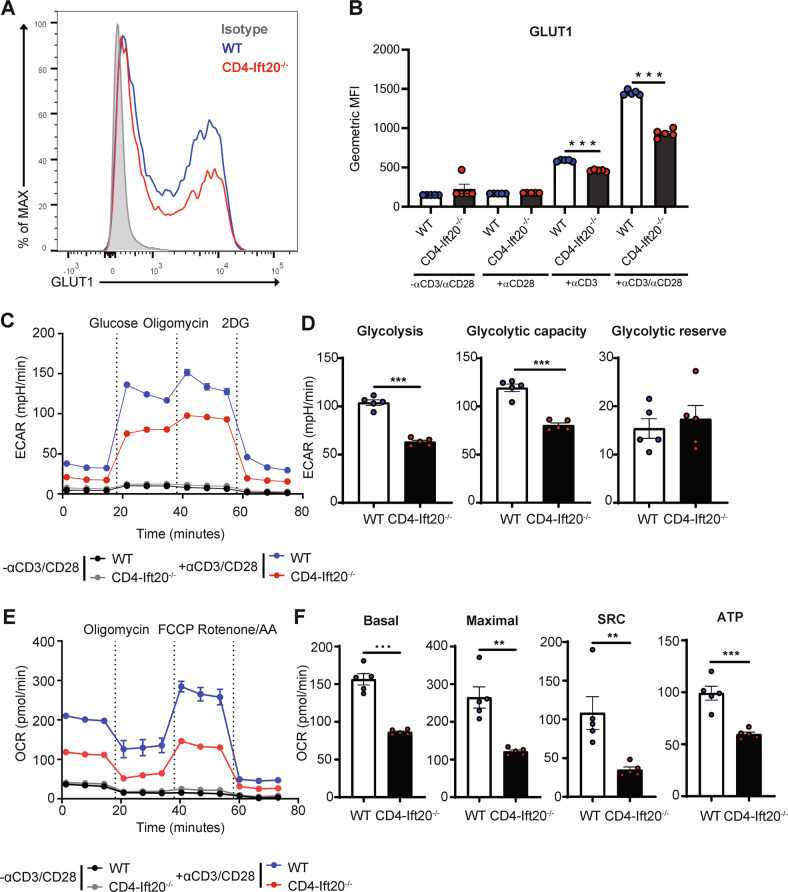
IFT20 regulates aerobic glycolysis and cellular respiration in CD4^+^ T cells. **A**, **B** Naïve CD4^+^ T cells from IFT20-KO and WT mice enriched by magnetic beads were activated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 24 h. **A** The levels of GLUT1 were examined by flow cytometry. Representative MFI values of GLUT1 expression in IFT20-KO and WT cells are shown. **B** Bar graphs indicating the MFIs of GLUT1 levels are shown. **C–F** Naïve CD4^+^ T cells from IFT20-KO and WT mice enriched by magnetic beads were activated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 48 h. **C** Extracellular acidification rate (ECAR) in CD4^+^ T cells from WT (*n* = 5) and IFT20-KO (*n* = 5) either left unstimulated or stimulated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 48 h (*n* = 5) was measured by the glycolysis stress test. **D** Glycolysis, glycolytic capacity and glycolytic reserve of CD4^+^ T cells from WT and IFT20-KO mice activated as in (**C**) (*n* = 5). **E** The oxygen consumption rate (OCR) was measured by the mitochondrial stress test in unstimulated (*n* = 5) and stimulated (*n* = 5) CD4^+^ T cells from WT and IFT20-KO mice. **F** Basal respiration, maximal respiration, spare respiratory capacity, and ATP production of stimulated CD4^+^ T cells from WT and IFT20-KO mice (*n* = 5). SRC, Spare respiratory capacity; ATP, ATP production. The data are shown as the mean ± SEM. Statistical significance was calculated by unpaired Student’s *t* test. **P < 0.01, ***P < 0.001

In addition to regulation of glycolysis-related genes by IFT20, we found reduced expression of genes involved in pyruvate metabolism (e.g., *mitochondrial pyruvate carrier 1 (Mpc1)* and *pyruvate dehydrogenase E1 subunit beta (Pdhb)*) and the TCA cycle (e.g., *succinate-CoA ligase GDP/ADP-forming subunit alpha (Suclg1)*, *fumarate hydratase 1 (Fh1)*, and *malate dehydrogenase 2 (Mdh2)*) in CD4^+^ T cells from IFT20-KO mice (Fig. 5B and Supplementary Fig. 10C, D). These results suggest that abnormalities in pyruvate metabolism and the TCA cycle can lead to dysfunction of cellular respiration. 

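*Mpc1* (ENSMUSG00000023861) was at 167 CPM (164 to 169) in the stimulated WT and 149 CPM (146 to 151) in the IFT20-KO library, a log2 ratio of −0.16 (−0.19 to −0.13), or −0.30 relative to the median of all genes. The log2 ratio of *Pdhb* (ENSMUSG00000021748) was −0.076 (−0.12 to −0.032), that of *Suclg1* (ENSMUSG00000052738) −0.11 (−0.14 to −0.078) and that of *Mdh2* (ENSMUSG00000019179) −0.076 (−0.093 to −0.058). *Sdhb*, which the paper also names, had a log2 ratio of −0.13 (−0.15 to −0.11). *Fh1* (ENSMUSG00000026526), at 117 and 117 CPM, had a log2 ratio of −0.0024 (−0.038 to 0.033), which was not told apart from 0, or −0.14 relative to the median of all genes. Over 31 genes of pyruvate metabolism and the TCA cycle, the median log2 ratio was 0.055 (0.018 to 0.071), or −0.082 relative to the median of all genes, with 12 genes lower and 19 higher, and 23 below the median of all genes. It lay at percentile 81.9 of random lists matched on expression, whose median of 0.016 was itself below the median of all genes. With median-ratio scaling the list's median was −0.065, and in UMIs per cell it was −0.57, so its direction depends on the scaling. From the lower expression of the genes it names, the paper proposes that altered pyruvate metabolism and TCA cycle can impair cellular respiration in IFT20-KO cells.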

To confirm the involvement of IFT20 in the regulation of cellular respiration, we performed mitochondrial stress tests in stimulated CD4^+^ T cells from WT and IFT20-KO mice using an XFe96 Extracellular Flux Analyzer (Fig. 6E). We detected a decreased OCR in stimulated CD4^+^ T cells from IFT20-KO mice compared to those from WT animals (Fig. 6E). We then measured the cellular levels of OXPHOS parameters, including basal respiration, maximal respiration, spare respiratory capacity (i.e., ability to cover sudden increased energy needs through mitochondrial OXPHOS), and ATP production. We found that spare respiratory capacity, ATP production, and both basal and maximal respiration were reduced in CD4^+^ T cells from IFT20-KO mice (Fig. 6F). These data indicated that both OXPHOS and cellular respiration were decreased in response to IFT20 deficiency.

We therefore hypothesized that mitochondrial dysfunction may be present in CD4^+^ T cells from IFT20-KO mice. To test this hypothesis, we stimulated naïve CD4^+^ T cells from WT and IFT20-KO mice with anti-CD3 and anti-CD28 antibodies and measured the mitochondrial membrane potential of living cells in each group using MitoTracker^TM^ Red CMXRos. We found that CD4^+^ T cells from IFT20-KO mice contained small mitochondria that were fragmented into several pieces (Supplementary Fig. 11A). In addition, the overall mitochondrial membrane potential was reduced in these cells (Supplementary Fig. 11B). Thus, our data revealed impaired mitochondrial function in CD4^+^ T cells from IFT20-KO mice. Overall, our findings showed that IFT20 deficiency in CD4^+^ T cells inhibited the expression of key glycolytic enzymes and cellular GLUT1 levels, resulting in decreased glucose uptake that attenuated both glycolysis and OXPHOS, leading to mitochondrial dysfunction in CD4^+^ T cells from IFT20-KO mice.

### Deficiency of TSG101 reduces activation of CD4^+^ T cells

The role of TSG101 in CD4^+^ T cell activation is controversial. One study has found that TSG101 deficiency increases calcium influx and induces chronic TCR signaling [23]. However, another study by the same group has reported that TSG101 is important for the formation of microvesicles in endosomes and that TSG101 deficiency leads to reduced TCR signaling via PLCγ regulation [24]. Notably, a critical limitation of these two studies is that the intensity of TCR signaling was measured from images using an indirect method. To elucidate the role of TSG101 in CD4^+^ T cell activation, we generated CD4^+^ T cell-specific TSG101-KO mice using Cre-*lox* recombination technology (Supplementary Fig. 12A). To this end, *loxP* sites were inserted into introns 1 and 2 of the *Tsg101* gene. We then bred these mice to animals expressing the *Cre* gene in CD4^+^ T cells, leading to removal of exon 1 from the *Tsg101* gene via Cre-mediated recombination in CD4^+^ T cells (Supplementary Fig. 12B). CD4^+^ T cell-specific TSG101 deficiency under normal conditions led to decreased CD4^+^ T cell and CD8^+^ T cell numbers and increased γδ T cell numbers in the spleen. The remaining T cells in the spleen of TSG101-KO mice showed increased CD44 expression compared to that of WT mice. B cells were not affected by TSG101 deficiency (Supplementary Fig. 12C).

Using magnetic bead-sorted CD4^+^ T cells from the spleens of TSG101-KO mice and WT mice, we obtained CD4^+^  T cells activated in vitro with anti-CD3 and anti-CD28 antibodies. Before stimulation, TSG101-deficient CD4^+^ T cells lacked naïve (CD44^-^CD62L^+^) T cells and had a significantly decreased number of central memory (CD44^+^CD62L^+^) T cells, but effector memory (CD44^+^CD62L^-^) T cell numbers were significantly increased compared with those of WT CD4^+^ T cells. Upon activation, T cells lacking TSG101 showed reduced colocalization of IFT20 with CD3 molecules on the cell surface, indicating that TSG101 is required for the binding of IFT20 to the TCR complex (Supplementary Fig. 14). TSG101-deficient CD4^+^ T cells showed fewer naïve CD4^+^ T cells (CD44^-^CD62L^+^) but more effector memory (CD44^+^CD62L^-^) and central memory (CD44^+^CD62L^+^) CD4^+^ T cells than WT CD4^+^ T cells (Fig. 7A, B). However, these increased numbers of central memory and effector memory CD4^+^ T cells among TSG101-deficient CD4^+^ T cells showed lower expression of CD25 and CD69, which are activation markers of CD4^+^ T cells, than WT CD4^+^ T cells (Fig. 7C, D). Reduced expression of CD25 and CD69 was also observed in IFT20-deficient CD4^+^ T cells (Supplementary Fig. 13A, B). These results suggest that IFT20 and TSG101 play an important role in CD4^+^ T-cell activation.

**Fig. 7:**
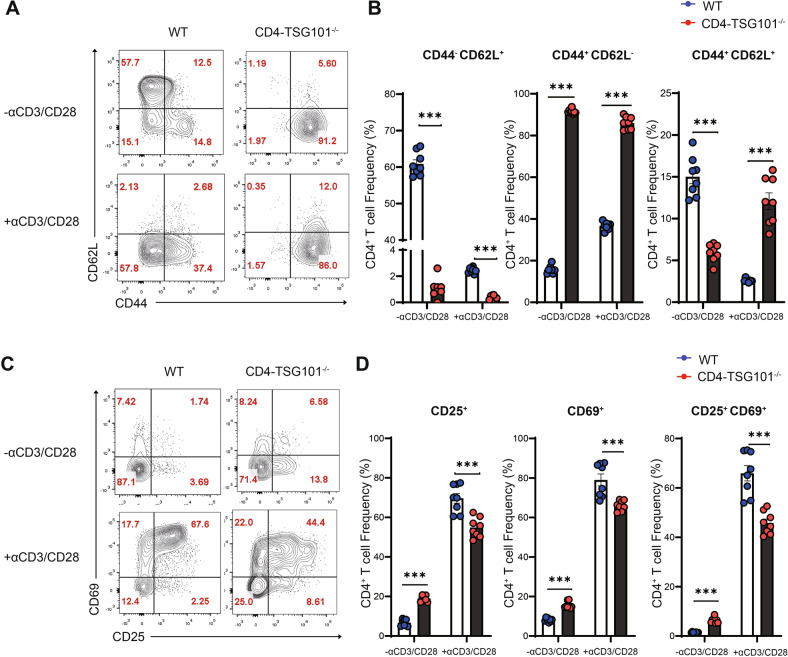
TSG101 deficiency reduced CD4^+^ T cell activation. **A**–**D** CD4^+^ T cells from the spleens of TSG101-KO and WT mice were enriched by magnetic beads and stimulated with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 8 h. **A** Representative flow cytometry plots showing the expression of CD44 and CD62L in unstimulated and stimulated CD4^+^ T cells from WT and TSG101-KO mice. **B** The frequencies of CD44^-^CD62L^+^, CD44^+^CD62L^-^, and CD44^+^CD62L^+^ T cells were measured by flow cytometry (*n* = 8). **C** Representative flow cytometry plots showing the expression of CD25 and CD69 in unstimulated and stimulated CD4^+^ T cells from WT and IFT20-KO mice. **D** The frequencies of CD25^+^(CD25^+^CD69^+^ and CD25^+^CD69^-^), CD69^+^(CD25^+^CD69^+^ and CD25^-^CD69^+^), and CD25^+^CD69^+^ T cells were measured by flow cytometry (*n* = 8). In **A**–**D**, the data represent more than three independent experiments. CD4^+^ T cells were obtained by negative selection using a CD4^+^ T cell enrichment kit. The data are expressed as the mean ± SEM. Significance was calculated using an unpaired Student’s *t* test. ***P < 0.001

## Discussion

In this study, we revealed that TSG101 binds to the coiled-coil domain of IFT20. By generating conditional TSG101-KO and conditional IFT20-KO mice, we identified that the protein‒protein interaction between IFT20 and TSG101 plays an important role in CD4^+^ T cell activation by regulating c-SMAC formation and metabolism, which is involved in processes such as aerobic glycolysis and cellular respiration. In particular, using two murine models of allergen-induced asthma, we demonstrated that CD4^+^ T cell-specific IFT20 deficiency leads not only to reduced numbers of lung-infiltrating immune cells, including eosinophils and neutrophils, but also to decreased airway hyperresponsiveness relative to that of WT mice.

Previous studies on IFT proteins that were conducted in the flagella of *Chlamydomonas reinhardtii* have focused on the functions of these proteins in ciliated tissues and cells, such as the those in the retinas, kidneys, and sperm [25, 26]. Therefore, research on the role of IFT20 in immune cells, a nonciliated cell type, is relatively limited. According to Finetti et al. IFT20 is present in immune cells, such as lymphoid and myeloid cells, and is mainly responsible for TCR/CD3 trafficking [27]. When the antigen peptide of MHC class II on APCs binds to the TCR, various TCRs distributed on the surface of a T cell accumulate for c-SMAC formation [27]. IFT20 colocalizes with endosome-associated proteins, including Rab4, Rab8, and Rab11, to transport ubiquitinated TCR [28, 29]. However, the mechanism by which IFT20 initially interacts with ubiquitinated TCRs has not been elucidated. Here, we report for the first time that the coiled-coil domain of IFT20 interacts directly with TSG101. Localized to early endosomes, the multivesicular body, and lysosomes, TSG101 has been shown to play a central role in the recruitment of ubiquitinated proteins into endosomes [30, 31]. Although the precise role of TSG101 in immune cells is not well understood, several studies have shown that TSG101 recognizes ubiquitinated TCR and is responsible for the initiation of endosome formation to transport ubiquitinated TCR [23, 24]. Based on previous research, we suggest that early c-SMAC formation begins with the binding of IFT20 to TSG101, which might be involved in the endocytosis of ubiquitinated TCRs.

We first generated CD4^+^ T cell-specific conditional TSG101-KO mice. In these mice, B cells were not affected under normal conditions, but CD4^+^ and CD8^+^ T cells were decreased. Interestingly, most T cells observed in the spleens of unstimulated TSG101-KO mice were not naïve T cells but were effector memory T cells, indicating that naïve TSG101-deficient T cells are susceptible to apoptosis. Some data suggest that TSG101 prevents apoptosis caused by cell stresses, such as DNA damage and oxidative damage, and that depletion of TSG101 promotes increased cellular damage via lysosome malfunctions [32]. TSG101-deficient cells are vulnerable to DNA damage, resulting in apoptosis [33]. In addition, upregulation of TSG101 protects against oxidative stress, while downregulation of TSG101 aggravates reactive oxygen species-induced damage [34]. Compared with naïve T cells, memory T cells can tolerate cell stress and are resistant to apoptosis [35, 36]. Taken together, these data suggest that naïve T cells are susceptible to cell stress, eventually undergoing apoptosis, and that only effector memory cells appear to survive among TSG101-deficient T cells.

Notably, we found that IFT20 enhances the phosphorylation of AKT-mTOR signaling molecules by forming a complex with TSG101 to promote c-SMAC formation. Previous studies have demonstrated the amplification of TCR/CD3 signaling by IFT20 in the Jurkat cell line [27, 37]. Hypothetically, a sequential increase in AKT-mTOR signaling may be expected due to the amplification of TCR/CD3 signaling by IFT20. However, activation of AKT-mTOR signaling is dependent on CD28 signaling rather than TCR/CD3 signaling [19, 38] Zheng et al. reported that T-cell anergy without costimulatory molecules such as CD28 reduced the phosphorylation of AKT-mTOR signaling compared to that achieved with full T-cell activation with costimulation, resulting in downregulation of the amino acid transporter CD98 and the transferrin receptor CD71 [39]. In our immunofluorescence imaging data, IFT20 was involved in the formation of c-SMACs induced by CD3 and CD28 stimulation. This is the first report to show the involvement of IFT20 in c-SMAC formation induced by costimulation with CD3 and CD28. We suggest that this amplification via costimulation by IFT20 results in enhanced AKT-mTOR signaling.

Glucose metabolism is closely linked to CD4^+^ T cell activation and maintenance of function [40]. In particular, CD4^+^ T cell activation requires metabolic reprogramming from OXPHOS to aerobic glycolysis [41], and effector CD4^+^ T cells enhance glucose uptake, an important first step in glycolysis, through upregulation of the glucose transporter GLUT1 [42]. However, the function of IFT20 in glucose metabolism has not been reported. We are the first to reveal that IFT20 regulates GLUT1 expression, as IFT20 deficiency leads to a reduction in GLUT1 levels, resulting in decreased glycolysis. In addition, we show that IFT20 deficiency reduces basal and maximal cellular respiration, as well as spare respiratory capacity, indicating that IFT20 also modulates cellular respiration via regulation of glucose metabolism. Furthermore, decreased glucose metabolites in cells lacking IFT20 exhibit mitochondrial dysfunction and reduced cellular respiration. Thus, we show that IFT20 controls glucose metabolism by regulating the expression of GLUT1.

Unlike naïve CD4^+^ T cells, which show reduced levels of GLUT1, effector CD4^+^ T cells stimulated by a TCR have increased levels of GLUT1, resulting in increased glucose uptake [43]. This increase in the surface expression of GLUT1 is triggered by AKT–mTOR signaling [44] and is inhibited by treatment with rapamycin, an mTOR inhibitor [45]. Here, we show that IFT20 induces c-SMAC formation by binding to TSG101, which leads to amplification of AKT–mTOR signaling. Consistent with this finding, IFT20 deficiency reduced AKT-mTOR signaling due to c-SMAC malformation. Thus, we propose that disruption of AKT-mTOR signaling resulting from IFT20 deficiency leads to reduced surface expression levels of GLUT1 in CD4^+^ T cells.

When exposed to various allergens, asthma patients experience coughing, wheezing, and dyspnea [46]. Although some patients can be treated with commercially available drugs, some experience severe refractory asthma and do not respond to these existing therapeutics [47]. Notably, prevalence rates for severe refractory asthma are increasing worldwide, thus increasing the burden on health care systems. Moreover, patients with this condition incur medical costs that are significantly higher than those with ordinary asthma [48, 49]. Severe refractory asthma is typically caused by smoking, fine dust, and ozone rather than by allergens [50, 51]. These substances induce direct damage to lung epithelial cells that, in turn, secrete alarmins such as IL-33, which stimulate innate lymphoid cells [52]. Patients with severe refractory asthma exhibit distinct pathophysiological features, including the presence of neutrophils and eosinophils, in their sputum [53]. Here, our flow cytometric analysis of mouse lung tissue from our allergen-induced asthma models confirmed increased levels of both eosinophils and neutrophils, consistent with observations in severe refractory asthma patients. Furthermore, IFT20 deficiency led to decreased levels of infiltrating eosinophils and neutrophils and reductions in inflammatory marker levels. Thus, our results suggest that the development of asthma drugs targeting IFT20 may represent a possible strategy for treating severe refractory asthma patients.

## Supplementary information

Supplementary tables

Supplementary figures

## Data Availability

All data are available in the main text or the supplementary appendix. The single-cell RNA sequencing data were deposited in GEO (GSE179622 and GSE179623) at the NCBI.

# Supplementary material for: Regulation of c-SMAC formation and AKT-mTOR signaling by the TSG101-IFT20 axis in CD4+ T cells
**Source:** Cell Mol Immunol. 2023 Apr 7;20(5):525–39. doi: 10.1038/s41423-023-01008-x
**Supplement:** Supplementary file 1 — Supplementary tables

**Supplementary Table 1.** Lists for flow cytometric antibody

| <b>Name</b>                 | <b>Clone</b> | <b>Color</b> | <b>Company</b>  | <b>Catalog number</b> |
|-----------------------------|--------------|--------------|-----------------|-----------------------|
| CD3                         | 17A2         | FITC         | BioLegend       | 100204                |
| CD4                         | GK1.5        | FITC         | BioLegend       | 100406                |
| CD19                        | 1D3          | FITC         | BD              | 561740                |
| Ki-67                       | 16A8         | FITC         | BioLegend       | 652410                |
| NK1.1                       | PK136        | FITC         | BD              | 553164                |
| IgG2ak isotype              | eBR2a        | FITC         | Invitrogen      | 11-4321-82            |
| CD3                         | 145-2C11     | PE           | BioLegend       | 100308                |
| CD44                        | IM7          | PE           | BD              | 553134                |
| p-mTOR                      | MRRBY        | PE           | Invitrogen      | 12-9718-42            |
| p- RPS6KB1                  | Cupk43k      | PE           | Invitrogen      | 12-9007-42            |
| IgG1k isotype               | MOPC-21      | PE           | BD              | 555749                |
| IgG2ak isotype              | RTK2758      | PE           | BioLegend       | 400508                |
| CD44                        | IM7          | PerCP-Cy5.5  | BioLegend       | 103031                |
| Ly6G                        | 1A8          | PerCP-Cy5.5  | BD              | 560602                |
| NK1.1                       | PK136        | PerCP-Cy5.5  | BioLegend       | 108727                |
| CD4                         | GK1.5        | APC          | BioLegend       | 100412                |
| CD25                        | 7D4          | APC          | Miltenyi Biotec | 130-102-787           |
| CD62L                       | MEL-14       | APC          | BD              | 553152                |
| CD69                        | H1.2F3       | APC          | BioLegend       | 104514                |
| TCR $\gamma/\delta$         | GL3          | APC          | BioLegend       | 118116                |
| Ly6C                        | HK1.4        | APC          | BioLegend       | 128016                |
| p-AKT1                      | SDRNR        | APC          | Invitrogen      | 17-9715-42            |
| IgG1k isotype               | RTK2071      | APC          | BioLegend       | 400412                |
| IgG2ak isotype              | RTK2758      | APC          | BioLegend       | 400511                |
| CD11c                       | N418         | PECy7        | BioLegend       | 117318                |
| CD25                        | PC61         | PECy7        | BD              | 561780                |
| CD8                         | 53-6.7       | APCCy7       | BioLegend       | 100714                |
| I-A/I-E                     | M5/114.15.2  | APCCy7       | BioLegend       | 107627                |
| GLUT1                       | EPR3915      | AF647        | Abcam           | Ab195020              |
| CD3                         | 17A2         | AF700        | BioLegend       | 100215                |
| CD45.2                      | 104          | AF700        | BD              | 560693                |
| CD4                         | GK1.5        | BV421        | Invitrogen      | 48-0041-82            |
| SiglecF                     | E50-2440     | BV421        | BD              | 562681                |
| CD8                         | 53-6.7       | BV510        | BD              | 563068                |
| CD11b                       | M1/70        | BV510        | BD              | 562950                |
| CD44                        | IM7          | BV510        | BD              | 563114                |
| MitoTracker                 |              |              | Invitrogen      | M7512                 |
| 7-AAD                       |              |              | BioLegend       | 420404                |
| Fixable viability stain 450 |              |              | BD              | 562247                |
| PI                          |              |              | Invitrogen      | 00-6990-50            |

**Supplementary Table 2.** Lists for western blot and Co-IP antibody

| <b>Name</b>                              | <b>Clone</b> | <b>Company</b>     | <b>Catalog number</b> |
|------------------------------------------|--------------|--------------------|-----------------------|
| IFT20                                    | Polyclonal   | Proteintech        | 13615-1-AP            |
| TSG101                                   | 4A10         | Abcam              | Ab83                  |
| $\beta$ -actin                           | C4           | Santa Cruz Biotech | SC-47778              |
| GAPDH                                    | 14C10        | Cell signaling     | 2118S                 |
| StarBright Blue 700 Goat Anti-Rabbit IgG |              | Bio-Rad            | 12004161              |
| StarBright Blue 700 Goat Anti-Mouse IgG  |              | Bio-Rad            | 12004158              |

**Supplementary Table 3.**Lists for ELISA antibody

| <b>Name</b>                     | <b>Clone</b> | <b>Company</b> | <b>Catalog number</b> |
|---------------------------------|--------------|----------------|-----------------------|
| Rat anti-Mouse IL-5             | TRFK5        | BD             | 554581                |
| Biotin anti-Mouse IL-5          | TRFK4        | BD             | 554397                |
| Rat anti-Mouse IL-13            | eBioa13A     | Invitrogen     | 14-7133-81            |
| Biotin anti-Mouse IL-13         | eBio1316H    | Invitrogen     | 13-7135-85            |
| Rat anti-Mouse IL-17A           | TC11-18H10   | BD             | 555068                |
| Biotin anti-Mouse IL-17A        | TC11-8H4     | BD             | 555067                |
| Rat anti-Mouse IFN- $\gamma$    | R4-6A2       | BD             | 551216                |
| Biotin anti-Mouse IFN- $\gamma$ | R4-6A2       | BD             | 551506                |
| HRP Streptavidin                |              | BioLegend      | 405210                |

**Supplementary Table 4.**Lists for confocal and TEM antibody

| <b>Name</b>                                | <b>Clone</b> | <b>Company</b>            | <b>Catalog number</b> |
|--------------------------------------------|--------------|---------------------------|-----------------------|
| IFT20                                      | Polyclonal   | Proteintech               | 13615-1-AP            |
| TSG101                                     | 4A10         | Abcam                     | Ab83                  |
| MitoTracker RedCMXRos                      |              | Invitrogen                | M7512                 |
| CD3                                        |              | Invitrogen                | 16-0031-85            |
| CD28                                       | 145-2C11     | BioLegend                 | 102102                |
| AF488 Goat Anti-Mouse IgG (H+L)            | 37.51        | Jackson<br>ImmunoResearch | 115-545-166           |
| AF594 Goat Anti-Rabbit IgG (H+L)           | Polyclonal   | Jackson<br>ImmunoResearch | 111-585-144           |
| AF647 Goat Anti-Armenian Hamster IgG (H+L) | Polyclonal   | Jackson<br>ImmunoResearch | 127-605-160           |
| Goat-anti-Rabbit IgG (H&L)                 |              | Aurion                    | 810.011               |
| Mounting Medium with DAPI                  |              | Abcam                     | Ab104139              |

**Supplementary Table 5.** Lists for T cell differentiation antibody

| <b>Name</b>        | <b>Clone</b> | <b>Company</b> | <b>Catalog number</b> |
|--------------------|--------------|----------------|-----------------------|
| CD3                |              | Invitrogen     | 16-0031-85            |
| CD28               | 145-2C11     | BioLegend      | 102102                |
| Anti-IL-4          | 11B11        | BioXCell       | BE0045                |
| Anti-IFN- $\gamma$ | XMG1.2       | BioXCell       | BE0055                |
| IL-2               |              | Biolegend      | 589104                |
| IL-4               |              | Peprotech      | 214-14                |
| IL-6               |              | Peprotech      | 216-16                |
| IL-12              |              | Peprotech      | 210-12                |
| TGF- $\beta$ 1     |              | Biolegend      | 580702                |

How the deposited data were processed for this re-analysis (not part of the article)

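Single-cell RNA libraries of sorted mouse spleen CD4+ T cells were re-analysed, 1 each for unstimulated WT, stimulated WT and stimulated IFT20-KO cells. Stimulation was with 1 μg/mL anti-CD3 and 1 μg/mL anti-CD28 antibodies for 24 h. The authors aligned the reads, called cell barcodes and counted unique molecular identifiers (UMIs) with Cell Ranger, whose version the deposited files give as 3.1.0. They deposited counts of UMIs per gene and barcode for the called barcodes, without normalization. The values are whole numbers, and the feature table holds 31053 genes, of which 31011 identifiers are in GENCODE M21 (GRCm38) and 30541 have the same symbol there.

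Everything after those counts was computed anew. Cells with more than 200 genes and under 15% mitochondrial UMIs were kept, as in the paper's methods, which left out 222, 417 and 12 barcodes of the unstimulated WT, stimulated WT and IFT20-KO library. The lowest UMI count of a barcode in the deposited tables was 500, 709 and 1493, so the minimum of the cell calling differed between the libraries. UMIs were summed per library over the kept cells and expressed as counts per 1000000 (CPM). Intervals at the 95% level are exact Poisson intervals for CPM, their ratio by the exact binomial interval of the UMIs, and exact Clopper-Pearson intervals for shares of cells. They cover counting error only, since cells of 1 library are not replicates, and no p-value or number of changed genes is given. A gene at 0 UMIs was set to a floor of 3 counts, so its ratio is approximate, and a bound on it is the end of its counting interval. The libraries are unequal in depth, with medians of 4627, 12167 and 5014.5 UMIs per cell.

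Gene lists for ribosomal proteins, targeting to the endoplasmic reticulum, translation initiation, PI3K-AKT-mTOR signaling, glycolysis, pyruvate and TCA, interferon response and cell cycle (Seurat's S and G2/M genes), the marker lists and the alternatives named below without a remark were set before the data were examined. Reactome sets from a reference table were a further version of 5 of them. A list's value is the median log2 ratio of its genes with at least 10 UMIs over both libraries, with its percentile among 10000 random lists drawn from 50 bins of mean expression. Genes are named in the text if the paper names them for these libraries, or if they were the 5 highest or 5 lowest log2 ratios of a comparison among genes with at least 50 CPM in either library, leaving out T cell receptor and immunoglobulin segments. *Tsg101*, *Mki67*, *Xist* and 4 Y-linked genes were named beforehand, and genes chosen after their values were seen are said to be so. Not every gene that this rule names is reported in the text.

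Clustering used Seurat 5.3.0 in R 4.3.3, with alignment of the libraries by canonical correlation anchors over 2000 variable genes, 30 principal components and graph clustering, with the code path and threads of the linear algebra library fixed because the clusters depend on its rounding. A cluster counted as low-UMI if the median UMI count of its stimulated WT cells was below 0.333 of that library's median, and otherwise took its name from the share of its detected marker genes, at least 50%, that were higher than in the other clusters. The cluster with *Foxp3* among its 10 leading genes was set apart. These thresholds were set after the clusters had been seen. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, doublet scores came from scanpy 1.11.5, and plots were drawn with matplotlib 3.10.9. The doublet caller's own threshold marked 3, 0 and 0 cells, so it did not work on these data and no cell was removed for it.

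The alternatives were median-ratio scaling, the mean of per-cell fractions, UMIs per cell without scaling, all barcodes, a filter of more than 1000 genes and under 10% mitochondrial UMIs, active cells only (the active-like and cycling-like clusters together), cells thinned to 1400 UMIs, other minimums of UMIs per listed gene (200 and 1), means in place of medians, Reactome sets, resolutions of 0.2 and 0.8, clustering of the WT libraries alone, clustering without alignment, and the removal of called doublets, which gave no value. Alternatives chosen after the data had been seen were all clusters but the naïve-like one, all but the low-UMI clusters, and all but the 6% of each library's cells with the highest doublet scores.

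The calculation was tested on simulated data before use. Counts were drawn from the real means and depths with 200 genes changed by known factors. For the comparison of stimulation, run on 13451 genes, the true log2 ratio of 96.4% of the changed genes lay in its interval, and a list of 40 genes shifted by 0.3 gave 0.30. For IFT20-KO against WT, run on 13521 genes, these were 94.9% and 0.30. Of 100 lists of unchanged genes, 7 and 9 fell below the 5th percentile and 2 and 3 above the 95th in the first and second comparison.

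The hallmark and Gene Ontology sets, the flow cytometry, the qRT-PCR and the other experiments of the paper were not analysed here.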

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

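Of the tests in this part, that of the genes near *Ly6a* was chosen before its result was seen, and the others, on *Ly6a* within active cells (the active-like and cycling-like clusters together), on *Irf8*, *Gbp2* and *Dapl1*, on the genes with the largest changes after stimulation, on the 5 genes with the largest increase in the IFT20-KO library and on the low-UMI cells, were chosen only after.

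The genes with the largest changes after stimulation lie outside those the paper discusses, apart from *Il7r* and *Il2*, and were picked by their rank among genes with at least 50 CPM in either library. The lowest were *Sgk1* with a log2 ratio of −6.06, *Gm45552* with −5.94, *Irf7* with −5.76 and *S1pr1* with −5.05. Of the highest, *Ccl4* had 0 UMIs in the unstimulated and 18271 in the stimulated library, a log2 ratio of 10.92 with 3 UMIs set in place of 0 and of at least 10.62 by its counting interval. *Asns* had 2 and 7033 UMIs, a log2 ratio of 10.12 with a counting interval from 8.27 to 13.17. *Cdkn1a* had 8.03 and *Rgs16* 7.65. All 8 genes kept their direction under every alternative that gave a value, and *Ccl4* gave none with per-cell means. After thinning every cell to the same number of UMIs, the median absolute log2 ratio of these genes was 7.14, against 6.85 before. Thinning keeps the expected composition of each cell and changes only how much each cell weighs in the sums. It could hardly have removed changes of this size, so no conclusion on UMIs per cell is drawn from it. Stimulation remains open and was not tested apart from the culture itself, since the unstimulated cells were not cultured.

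In the IFT20-KO library, *Ly6a* was the lowest after *Ift20* among genes with at least 50 CPM in either library, with a log2 ratio of −2.89, from 39609 UMIs in the stimulated WT and 4848 in the IFT20-KO library. In the unstimulated WT library it was at 349 CPM, close to the 339 CPM of the stimulated WT library. Another share of activated cells is argued against, because within active cells the log2 ratio of *Ly6a* was −2.91. A segment of another mouse strain around the gene may differ between the mice: the 104 expressed genes within 5 Mb of it had a median absolute log2 ratio, relative to the median of all genes, of 0.17, below the 95th percentile of 0.22 over 8328 windows of as many genes. That leaves a shorter segment open, since the median over so many genes would not show it and the neighbouring *Ly6c1* also fell, to a log2 ratio of −2.95. Other *Ly6* genes nearby did not share a fall of that size, with *Ly6e* at −0.21, *Ly6d* at 0.82 and *Ly6k* at 1.15. A strain difference and an effect of IFT20 cannot be told apart here, because there was 1 library per genotype.

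*Irf8* (−1.41), *Gbp2* (−1.20) and *Dapl1* (−0.88) followed *Ly6a* in the order of log2 ratios, IFT20-KO over WT, among the same genes. Another share of activated cells is argued against as the cause, because their median relative to that of all genes was −1.34 within active cells and −1.34 over all filtered cells. The loss of IFT20 and any other difference between the mice or cultures remain open and were not tested.

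Among genes with at least 50 CPM in either library, the 5 with the largest increase in the IFT20-KO library were *Mbnl1* (1.03), *Hist1h1e* (0.98), *Nfat5* (0.92), *Kcnq1ot1* (0.91) and *Fam169b* (0.84). Their median relative to that of all genes was 0.79, and without the low-UMI clusters it was 0.32. The larger share of low-UMI cells in the IFT20-KO library may therefore account for much of the increase. The histone gene *Hist1h1e* has close copies, so its value is uncertain. What remained without the low-UMI clusters has no tested explanation, and the loss of IFT20 stays open.

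Cells with few UMIs made up a larger share of the IFT20-KO library. Of its filtered cells, 48.0% (47.1% to 48.8%) had fewer than 4056 UMIs, which is 0.333 of the median of the stimulated WT library, against 23.2% (22.4% to 24.1%) of the stimulated WT cells. A laxer minimum in calling cells is argued against, since the lowest count of a barcode was highest in the IFT20-KO library. With all libraries limited to cells of at least 1493 UMIs, the low-UMI clusters held 49.7% of the IFT20-KO and 18.3% of the stimulated WT cells. In the unstimulated library this limit lowered the share of the low-UMI clusters from 11.3% to 1.35%. These barcodes may hold mostly nuclear RNA: the log2 ratio of the nuclear transcript *Malat1*, low-UMI clusters over the others, was at least 2.30 in every library, and the ribosomal proteins' share of UMIs was 20.5% in the low-UMI clusters and 32.5% in the others in the IFT20-KO library. In the stimulated WT library these shares were 13.8% and 31.5%. Nuclei free of cytoplasm would have few mitochondrial UMIs. In 3 of the 4 low-UMI clusters the median share of these was 6.40% to 8.54%, against 1.11% to 2.24% in the other clusters, which goes against such nuclei there. In the remaining low-UMI cluster, with 1116 IFT20-KO and 329 stimulated WT cells, it was 0.674%, which leaves them open. Damaged cells that kept nuclei and mitochondria stay open and were not tested. Whether more such barcodes arose from the genotype or from the handling of that library was not tested, since there was 1 library per genotype.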

How the results depend on the processing

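The settings that counted every cluster but the naïve-like one, or left out the low-UMI clusters, used them alone or left out the cells with the highest doublet scores, were tests chosen only after the results had been seen, and the others were chosen before. Each alternative changed 1 choice and kept the rest. The cause of a change was not tested unless stated. Values are log2 ratios unless a unit is given, stimulated over unstimulated or IFT20-KO over WT. No paired analysis was possible because each condition has 1 library. The removal of called doublets was not run, because the caller's own threshold marked 3, 0 and 0 cells.

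Ratios in UMIs per cell leave the libraries' difference in depth in every value, which by construction shifts all genes by 1.35 after stimulation and by −0.63 between IFT20-KO and WT. After stimulation the median was 1.30 for the cytosolic ribosomal protein list, a reversal, and 1.64 for the ER targeting list, and *Ift20* was at 1.59. Between IFT20-KO and WT it was −0.48 for the PI3K-AKT-mTOR list, −0.75 for the glycolysis list, −0.57 for the pyruvate and TCA list, −0.96 for the interferon list and −0.30 for the cell cycle list, of which the PI3K-AKT-mTOR list, the pyruvate and TCA list and the cell cycle list reversed. The cell cycle list median was thus below 0 only with depth left in, and the PI3K-AKT-mTOR list median was so otherwise only in the low-UMI clusters alone, at −0.15. The S phase genes alone were at −0.33 and the G2/M genes at −0.19, both reversed, and *Ift20* was at −4.15. *Cd44* (1.05), *Ddx3y* (0.50), *Eif2s3y* (1.25), *Kdm5d* (0.33) and *Uty* (0.34) reversed after stimulation, as did *Kdm5d* (−0.36) and *Uty* (−0.019) between IFT20-KO and WT.

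Median-ratio scaling moved all genes alike, by 0.12 after stimulation and by −0.12 in IFT20-KO. It reversed the cytosolic ribosomal protein list after stimulation, to 0.068, *Eif2s3y* after stimulation, to 0.015, and the pyruvate and TCA list, to −0.065. The other lists were at 0.032 for the PI3K-AKT-mTOR list, −0.24 for the glycolysis list, −0.46 for the interferon list and 0.21 for the cell cycle list, and *Ift20* at 0.36 after stimulation and −3.64 in IFT20-KO. With the mean of per-cell fractions, the medians were −0.093 for the cytosolic ribosomal protein list after stimulation and 0.18 for the PI3K-AKT-mTOR list, −0.17 for the glycolysis list and 0.48 for the cell cycle list in IFT20-KO, and *Cd44* reversed to 0.14.

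With every cell thinned to 1400 UMIs, the medians were −0.19 for the cytosolic ribosomal protein list after stimulation and 0.24 for the PI3K-AKT-mTOR list, −0.19 for the glycolysis list, 0.081 for the pyruvate and TCA list and 0.50 for the cell cycle list in IFT20-KO. *Cd44* (0.13), *Eif2s3y* (0.16) and *Uty* (0.32) after stimulation and *Ddx3y* (0.12) in IFT20-KO reversed.

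Within active cells, those of the active-like and cycling-like clusters, the cytosolic ribosomal protein list after stimulation reversed to 0.013, *Cd69* to −0.19, *Mki67* to −1.65 and, in IFT20-KO, *Kdm5d* to −0.11 and the cytosolic ribosomal protein list to 0.045. *Ift20* after stimulation was at 0.14, and the lists in IFT20-KO at 0.014 for the PI3K-AKT-mTOR list, −0.10 for the glycolysis list, −0.41 for the interferon list and 0.22 for the cell cycle list. With every cluster but the naïve-like one, the cytosolic ribosomal protein list after stimulation reversed to 0.24 and *Mki67* to −0.75, and the interferon list in IFT20-KO was at −0.21. Without the low-UMI clusters, the lists in IFT20-KO were at 0.019 for the PI3K-AKT-mTOR list, −0.072 for the glycolysis list, −0.46 for the interferon list and 0.22 for the cell cycle list, and the cytosolic ribosomal protein list (0.039) and *Kdm5d* (−0.11) reversed.

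Other choices of genes or summary moved some lists. A minimum of 200 UMIs per gene gave −0.066 for the cytosolic ribosomal protein list after stimulation and −0.15 for the glycolysis list in IFT20-KO, and a minimum of 1 UMI gave −0.061 and −0.17. Means in place of medians gave −0.16 for the cytosolic ribosomal protein list after stimulation and, in IFT20-KO, −0.41 for the interferon list and 0.40 for the cell cycle list, and reversed the glycolysis list to 0.026, where listed genes reach 1.48. Reactome sets gave −0.021 for ribosomal proteins after stimulation and 0.20 for the PI3K-AKT-mTOR list, −0.11 for the glycolysis list and −0.038 for the interferon list in IFT20-KO.

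The active-like share of the unstimulated library was 0.386% without alignment, 2.49% with the WT libraries clustered alone, 2.22% at a resolution of 0.2 and 18.2% with every cluster but the naïve-like one counted. That of the stimulated library was 58.1% without alignment, 61.7% at a resolution of 0.2, 49.3% at 0.8, 60.3% over all barcodes, 61.4% without the highest doublet scores and 90.3% with every cluster but the naïve-like one. The median of genes per cell was 1665, 2981.5 and 2016.5 over all barcodes and 1718, 3207 and 2294 under the stricter filter, in the unstimulated WT, stimulated WT and IFT20-KO library.

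Under every alternative run, *Ift20* stayed higher after stimulation (from 0.14 to 1.59) and lower in IFT20-KO (from −4.15 to −3.49), the ER targeting list stayed higher after stimulation (from 0.19 to 1.64) and the interferon list stayed lower in IFT20-KO (from −0.96 to −0.038). The value of 0.14 for *Ift20* rests on 308 unstimulated active cells and has no counting interval here. Of 65 single genes and further lists computed, all stayed within the counting error of their value as CPM over all filtered cells without the highest doublet scores, 60 did over all barcodes, 49 under the stricter filter, 33 with every cluster but the naïve-like one, 32 without the low-UMI clusters, 27 with per-cell means, 21 at equal depth, 17 with median-ratio scaling, 10 within active cells and 2 in UMIs per cell. The others moved further, or reversed as given above. *Pik3ca*, *Mtor*, *Fh1* and *Tsg101* in IFT20-KO, whose counting intervals include 0, were not counted as reversed where their sign changed. *Ccl4* and *Xist*, absent from a library, gave no value with per-cell means. Depth limits some results: the counting intervals of *Pik3ca*, *Mtor* and *Fh1* in IFT20-KO include 0, the ratio of *Asns* rests on 2 unstimulated UMIs, and *Ccl4* has only a lower bound.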

Differences from the paper's values

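The comparisons with every cluster but the naïve-like one, without the low-UMI clusters and without the highest doublet scores are tests chosen only after the values had been seen. The alternatives set before the data were examined that apply to the folds are median-ratio scaling, UMIs per cell, all barcodes, the stricter filter, active cells only and equal depth, where active cells are those of the active-like and cycling-like clusters.

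The active share of the unstimulated library was 3.74%, over all filtered cells and with the low-UMI, cycling-like and *Foxp3* clusters counted apart, against the paper's value of about 17% in Fig. 1B, read by eye, over cells that are all either naïve or active. None of the alternatives set before the data were examined closed the gap. Counting every cluster but the naïve-like one as active, chosen after seeing the values, gave 18.2%. That of the stimulated library was 62.8% against the paper's value of about 89% in Fig. 1B, read by eye. It was furthest away at a resolution of 0.8 (49.3%), then without alignment (58.1%), and counting every cluster but the naïve-like one, chosen after seeing the values, gave 90.3%. The clusters and their names were rebuilt, and a difference can come from that.

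The folds in Fig. 1D and Fig. 5B match the values here only as natural logs of the mean of per-cell counts per 10000 plus 1, so both are given on that scale. Fig. 1D was read to within 0.1 and Fig. 5B to within 0.025, so a difference beyond that is listed.

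For *Klf2* the natural log fold after stimulation was −1.63, and its log2 ratio of CPM −3.30, against the paper's value of about −1.5 in Fig. 1D, read by eye. Median-ratio scaling (−1.58) and active cells only (−1.46) closed the gap, and UMIs per cell, all barcodes, the stricter filter and equal depth did not. For *Btg2* it was −0.80 (log2 −2.07) against the paper's about −1.1 in Fig. 1D, read by eye, and none of the alternatives set before the data were examined closed the gap.

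For *Ift20* the natural log fold after stimulation was 0.054 (log2 0.24) against the paper's about 0.16 in Fig. 1D, read by eye. Median-ratio scaling (0.090) and equal depth (0.073) closed the gap, as did leaving out the low-UMI clusters (0.074), chosen after seeing the values, and UMIs per cell, all barcodes, the stricter filter and active cells only did not. For *Cd28* it was 0.69 (log2 0.92) against the paper's about 0.44 in Fig. 1D, read by eye, and no alternative set before the data were examined closed the gap, while leaving out the low-UMI clusters (0.45), chosen after seeing the values, did. For *Cd69* it was 0.80 (log2 1.35) against the paper's about 0.31 in Fig. 1D, read by eye, and again none of the alternatives set before the data were examined closed the gap.

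With every cluster but the naïve-like one of both libraries, chosen after seeing the values, all 11 folds compared with Fig. 1D fell within the reading error, against 6 over all filtered cells. Among them were −1.58 for *Klf2*, −1.02 for *Btg2*, 0.14 for *Ift20*, 0.49 for *Cd28* and 0.31 for *Cd69*.

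In Fig. 5B, WT over IFT20-KO, *Pgk1* was at 0.156 here (log2 −0.25, IFT20-KO over WT) against the paper's about 0.13, read by eye, and *Gapdh* at 0.135 (log2 −0.20) against the paper's about 0.11, read by eye. Over all barcodes, *Pgk1* was at 0.14 and *Gapdh* at 0.12, and all 8 folds read from Fig. 5B fell within the reading error. Within active cells *Pgk1* (0.11) also did. Of the alternatives set before the data were examined, median-ratio scaling, UMIs per cell, the stricter filter and equal depth did not close the gap for *Pgk1*, nor did these or active cells only for *Gapdh*. Leaving out the highest doublet scores, chosen after seeing the values, closed it for both, and leaving out the low-UMI clusters for *Pgk1*. With every cluster but the naïve-like one, also chosen after seeing the values, 4 of the 8 folds fell within the reading error, against 6 over all filtered cells.

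The paper reports *Pik3ca*, *Akt1* and *Mtor* as lower in IFT20-KO cells. Over all filtered cells *Akt1* was lower, at −0.32, while *Pik3ca* was at 0.049 (−0.067 to 0.17) and *Mtor* at 0.073 (−0.027 to 0.17). *Pik3ca* was below 0 in UMIs per cell (−0.58), with median-ratio scaling (−0.070), within active cells (−0.092) and without the low-UMI clusters (−0.10), the last chosen after seeing the values. *Mtor* was below 0 in UMIs per cell (−0.55), with median-ratio scaling (−0.046) and at equal depth (−0.016).

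The paper reports PI3K-AKT-mTOR signaling genes, as a hallmark set, as higher in WT. The list used in its place had a median log2 ratio, IFT20-KO over WT, of 0.15 (0.094 to 0.18), and it was below 0 in UMIs per cell, at −0.48, and in the low-UMI clusters alone, chosen after seeing the values, at −0.15 (−0.19 to −0.057). The paper reports genes of pyruvate metabolism and the TCA cycle as lower in IFT20-KO cells. *Mpc1*, *Pdhb*, *Suclg1* and *Mdh2* were lower, and *Fh1* was at −0.0024 (−0.038 to 0.033), below 0 beyond that interval with median-ratio scaling (−0.12) and in UMIs per cell (−0.63). The whole list was at 0.055 (0.018 to 0.071), at percentile 81.9 of random lists matched on expression, with 12 genes lower and 19 higher. Of its 31 genes, 23 were below the median of all genes, but random lists matched on expression also had a lower median, of 0.016. The list's median was below 0 with median-ratio scaling and in UMIs per cell. In the low-UMI clusters alone, chosen after seeing the values, it was at 0.27 (0.13 to 0.32).

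The paper reports genes of localization to the ER and of targeting to the membrane as higher in stimulated cells. The ER targeting list was higher, at 0.28 (0.19 to 0.44), though not beyond random lists, while the cytosolic ribosomal protein list was at −0.052 (−0.058 to −0.046), and above 0 with median-ratio scaling, in UMIs per cell, within active cells (0.013) and, chosen after seeing the values, with every cluster but the naïve-like one (0.24).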

Other observations

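In this part, the tests of *Tbx21*, *Ifng* and *Ccl1* and of *Mki67* were chosen only after the result had been seen. So were those of the glycolysis list without the low-UMI clusters and in them alone, of *Irf1*, and of *Ly6a* in each class of cells. The other tests were chosen before.

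The medians of genes with at least 1 UMI per cell over all barcodes, 1665 and 2981.5, are the numbers that the paper gives as differentially expressed genes per cell, the second without its decimal.

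The glycolysis list was lower in the IFT20-KO library. A greater weight of cells with many UMIs in the sums is argued against, because after thinning every cell to the same depth the list's median log2 ratio was −0.19. Thinning keeps the expected composition of each cell, so other effects of depth were not tested by it. Another share of activated cells is argued against as well: within active cells the median was −0.10, or −0.13 relative to the median of all genes, no nearer to 0 than over all cells outside the low-UMI clusters. The larger share of low-UMI cells may account for much of the difference, since without those clusters the median relative to that of all genes was −0.11, against −0.26 over all filtered cells. In the low-UMI clusters alone the list was not lower, with a median of 0.12 (−0.0086 to 0.24). What remained without them was still at percentile 0.05 of random lists, and an effect of the loss of IFT20 stays open with 1 library per genotype.

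*Mki67* was at 8.91 CPM (8.37 to 9.47) in the stimulated WT and 21.6 CPM (20.7 to 22.5) in the IFT20-KO library, a log2 ratio of 1.27 (1.17 to 1.38), while the paper reports fewer cells with Ki-67 protein in IFT20-KO after 2 days of stimulation (Fig. 5F), a later time than these libraries. The larger share of low-UMI cells is argued against as the whole cause, because without those clusters the log2 ratio was 0.74. The S phase genes had a median of 0.29 (0.27 to 0.31), at percentile 100, and the G2/M genes one of 0.44 (0.40 to 0.48), at percentile 100. As shares of all filtered cells, the cycling-like cluster held 4.39% of the stimulated WT and 3.06% of the IFT20-KO cells. That is the direction of the paper, but the low-UMI clusters held 22.9% and 49.7% of these cells. Outside them, the cycling-like cluster held 435 of 7635 WT and 426 of 6996 IFT20-KO cells, a share that was not lower in IFT20-KO. The low-UMI cluster with *Mki67* among its leading genes held more of the IFT20-KO cells, at 1.96% of the WT and 4.33% of the IFT20-KO cells. No biological explanation was tested.

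*Tbx21*, *Ifng* and *Ccl1*, chosen after their values were seen, were much lower in the IFT20-KO library. *Tbx21* had 1549 UMIs in 890 stimulated WT cells and 154 in 131 IFT20-KO cells, a log2 ratio of −3.19. *Ifng* had 347 and 31 UMIs, a log2 ratio of −3.35, and *Ccl1* 1419 and 9, a log2 ratio of −7.16. Another share of activated cells is argued against, with a median relative to that of all genes of −3.37 within active cells, and so are the low-UMI cells, with −3.37 without their clusters. For *Ifng*, 3 WT cells held 260 of the UMIs, but a few such cells are not the whole cause, since with 3 top cells left out of each library the log2 ratio was −2.61. For *Ccl1*, 3 WT cells held 1257 of the UMIs, and without the 3 top cells of each library 162 UMIs were left in the WT and 3 in the IFT20-KO library.

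Of the 78 listed interferon-induced genes, 60 moved the same way, although the Reactome set had a median of only −0.038. *Irf1* had a log2 ratio of −0.74, next to *Ly6a*, *Gbp2* and *Irf8*. As a hypothesis, less interferon gamma in the IFT20-KO culture may have lowered the interferon-induced genes in all its cells: the log2 ratio of *Ly6a* was −2.86 in naïve-like, −2.91 in active and −3.38 in low-UMI cells. This was found and looked at in the same data, and a difference between 2 cultures or mice for other reasons stays open.

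Mice of different sex are argued against as a source of the differences between the stimulated WT and IFT20-KO libraries. Together *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at 107 and 102 CPM, a log2 ratio of −0.067, and *Xist* had 0 and 1 UMIs.

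Stimulated WT cells in the naïve-like cluster may have been placed there by the alignment. Against the unstimulated cells of that cluster, the median log2 ratio of the naïve markers was −1.21, nearer to 0 than to the −2.73 of stimulated active-like cells. For the active markers the values were 1.87 and 2.76, nearer to activated cells. Without alignment, 916 of these 962 cells joined a cluster without a name that was not low-UMI, 42 joined an active-like one and 2 stayed naïve-like. Less activated cells and misplaced cells therefore cannot be told apart.

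The *Ift20* UMIs left in the IFT20-KO library came from many cells at a low rate. Of its 5690 active-like cells, 33 had at least 2 *Ift20* UMIs, against 22.9 expected from 1 low rate in every cell and 131 from a minority of cells with *Ift20* at the WT rate, which argues against such a minority as the main source. Reads from any exons left in the gene and free RNA were not tested.

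Some further values are given here. After stimulation the glycolysis list had a median log2 ratio of 1.58 (1.41 to 1.63), at percentile 100. The paper reports upregulation of CD44 as a marker of activation in Supplementary Fig. 1, which it also cites for flow cytometry, a measure of protein. The value here is of RNA, with *Cd44* at −0.31 (−0.45 to −0.17) after stimulation, from 585 unstimulated and 1490 stimulated UMIs. Its direction depended on the analysis, with 1.05 in UMIs per cell, 0.14 with per-cell means and 0.13 at equal depth. *Tsg101* was at 0.34 (0.26 to 0.42) after stimulation and 0.0054 (−0.048 to 0.059) in IFT20-KO. The cytosolic ribosomal protein list in IFT20-KO was at −0.020 (−0.025 to −0.017), at percentile 97.1. Among Reactome sets, that for pyruvate and TCA in IFT20-KO was at 0.065.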
